# *Aspergillus nidulans gfdB*, Encoding the Hyperosmotic Stress Protein Glycerol-3-phosphate Dehydrogenase, Disrupts Osmoadaptation in *Aspergillus wentii*

**DOI:** 10.3390/jof10040291

**Published:** 2024-04-16

**Authors:** Veronika Bodnár, Károly Antal, Ronald P. de Vries, István Pócsi, Tamás Emri

**Keywords:** *Aspergillus nidulans*, *Aspergillus wentii*, glycerol-3-phosphate dehydrogenase, hyperosmotic stress, RNA sequencing

## Abstract

The genome of the osmophilic *Aspergillus wentii*, unlike that of the osmotolerant *Aspergillus nidulans*, contains only the *gfdA*, but not the *gfdB*, glycerol 3-phosphate dehydrogenase gene. Here, we studied transcriptomic changes of *A. nidulans* (reference strain and Δ*gfdB* gene deletion mutant) and *A. wentii* (reference strain and *An-gfdB* expressing mutant) elicited by high osmolarity. *A. nidulans* showed a canonic hyperosmotic stress response characterized by the upregulation of the trehalose and glycerol metabolism genes (including *gfdB*), as well as the genes of the high-osmolarity glycerol (HOG) map kinase pathway. The deletion of *gfdB* caused only negligible alterations in the transcriptome, suggesting that the glycerol metabolism was flexible enough to compensate for the missing GfdB activity in this species. *A. wentii* responded differently to increased osmolarity than did *A. nidulans*, e.g., the bulk upregulation of the glycerol and trehalose metabolism genes, along with the HOG pathway genes, was not detected. The expression of *An-gfdB* in *A. wentii* did not abolish osmophily, but it reduced growth and caused much bigger alterations in the transcriptome than did the missing *gfdB* gene in *A. nidulans*. Flexible glycerol metabolism and hence, two differently regulated *gfd* genes, may be more beneficial for osmotolerant (living under changing osmolarity) than for osmophilic (living under constantly high osmolarity) species.

## 1. Introduction

Osmolarity is an important ecological factor for fungi. Efficient adaptation to hyperosmotic stress allows them to occupy habitats with permanently high osmolarity or tolerate fast and substantial changes in this environmental parameter caused by either reduction in water content or an increase in the concentration of osmotically active compounds (osmolytes) [1,2,3,4]. Efficient adaptation to osmotic stress has practical consequences as well. Fungi can contaminate foods and feeds or deteriorate art treasures or architectural materials, even if they have low water activity [5,6,7]. Opportunistic fungal pathogens can successfully adapt to the high osmolarity of lung mucus plugs in patients with cystic fibrosis, which can cause severe infections [8,9]. On the other hand, due to their good osmotolerance, several fungi can work efficiently under the high sugar and salt concentrations or low water activity of several industrial fermentations [10,11,12]. Moreover, by varying the osmolarity of the medium, the morphology, as well as the primary or secondary metabolism of fungi, can be modified to improve microbial biotechnological processes [13,14]. Manipulating the osmotolerance of strains also represent a promising way to enhance product formation or growth of the strains in industrial fermentations or increase the viability of spores during their long-term storage [12,15,16].

The accumulation of osmolytes (including K^+^; Pro and other amino acids; and polyols such as erythritol, arabitol, mannitol, and particularly, glycerol) is a common response to the increased osmolarity of the environment [17,18,19,20]. Not surprisingly, enzymes involved in glycerol biosynthesis, like glycerol 3-phosphate dehydrogenase (Gfd, an enzyme that reduces dihydroxyacetone phosphate to glycerol 3-phosphate, which is then dephosphorylated into glycerol) or glycerol dehydrogenase (Gld, an enzyme that produces glycerol by reducing dihydroxyacetone formed during the hydrolysis of dihydroxyacetone phosphate) frequently contribute to the osmotic stress response [18,20,21]. The evaluation of *Aspergillus* Gfd sequence data revealed that the ancient *gfd* gene was duplicated before the diversification of aspergilli, and consequently, most of the *Aspergillus* species, including *Aspergillus flavus*, *Aspergillus fumigatus*, *Aspergillus nidulans*, *Aspergillus niger*, *Aspergillus oryzae*, *Aspergillus sydowii*, or *Aspergillus terreus* have two *gfd* genes (*gfdA* and *gfdB*) [22]. The two Gfds differ from each other, not only in their sequence, but also in their regulation and function. Genome-wide transcription data revealed that *A. nidulans gfdB* was upregulated by menadione sodium bisulfite (MSB), or H_2_O_2_ elicited oxidative and NaCl induced osmotic stress, while *gfdA* showed some upregulation only under MSB stress [23]. Deletion of *gfdB* increased oxidative (diamide, *terc*-butylhidroperoxide, H_2_O_2_) and more moderately cell wall integrity (Congo Red) stress sensitivity of *A. nidulans*, but did not influence substantially the osmotic stress tolerance [24]. In contrast, deletion of *gfdA* caused strong reduction in growth (on glucose, but not on glycerol), which was remediable with addition of 1 M NaCl, and also increased cell wall integrity (Calcofluor White) stress sensitivity of the strain [25]. In *Aspergillus fumigatus*, deletion of *gfdA* also reduced significantly the growth on glucose and osmotic stress elicited by either NaCl or sorbitol could restore this growth defect [26]. The deletion of *gfdB* did not reduce growth substantially, and the overexpression of *gfdB* in a Δ*gfdA* mutant did not restore the growth defect of the mutant [26]. 

Interestingly, the osmophilic *Asperillus glaucus* and *Aspergillus wentii* have only a *gfdA* orthologue, which led us to speculate that the loss of *gfdB* is somehow causally connected to the osmophilic nature of these species [22]. GfdB may contribute to the degradation of glycerol after osmotic stress decreased, or it may be important only in the quick response to osmotic stress. The importance of such functions can be reduced at constantly high osmolarity. Deletion of either *gfdA* or *gfdB* did not change *A. nidulans* into an osmophile [24,25], but the *A. nidulans* Δ*gfdA* gene deletion mutant showed osmotic stress remediable growth reduction [25]. The expression of *A. nidulans gfdB* (with its own promoter) in *A. glaucus* increased oxidative (MSB, tBOOH, H_2_O_2_) and cell wall integrity (Congo Red) stress tolerance of the fungus, demonstrating the importance of GfdB in the protection against these stresses, but it did not affect the osmophilic nature of *A. glaucus* [27]. In contrast, the *A. wentii* strains expressing *A. nidulans gfdB* (with its own promoter) showed only a minor and sporadic improvement in their oxidative stress tolerance [28]. Although these strains did not grow better than the wild type strain at normal osmolarity, the growth-promoting effect of 2 M sorbitol or 1 M NaCl was significantly smaller in the case of the mutants, suggesting that the presence of GfdB disturbed the osmoregulation of *A. wentii* [28]. 

Here, we applied a transcriptomic approach to more completely understand the physiological consequences of the presence of *A. nidulans* GfdB in *A. wentii*. Using RNA sequencing (RNAseq), we recorded transcriptome changes under hyperosmotic stress in the wild type and *gfdB* gene deletion mutant (Δ*gfdB*) *A. nidulans*, as well as in the wild type and *An*-*gfdB* expressing *A. wentii* cultures. We used 2 M sorbitol, 1 M NaCl, or the combination of them (2 M sorbitol + 1 M NaCl) to treat the cultures. Both stressors are osmotically active compounds, frequently used in laboratory practice to induce hyperosmotic stress; however, the responses induced by them differ due to Na^+^ toxicity [29,30]. Comparing the genome-wide transcriptional changes, we concluded that it was not the loss of *gfdB* that initiated the development of osmophilic properties, but rather the development of osmophilic character which made the loss of this gene beneficial.

## 2. Materials and Methods

### 2.1. Strains and Culture Conditions 

The *A. nidulans* and *A. wentii* strains listed in Table 1 were used in this study. All strains were maintained on Barratt’s minimal agar plates [31] at 25 °C. Conidia, freshly harvested at 6 d, were used to inoculate the submerged cultures. 

Barratt’s minimal broth (100 mL in a 500 mL Erlenmeyer flask), inoculated with 1 × 10^8^ conidia, was incubated in a rotary shaker at 25 °C, at 220 rpm (approx. 3.7 Hz). *A. nidulans* mycelia were harvested after 36 h (THS30) or 38 h (Δ*gfdB*); meanwhile *A. wentii* mycelia were harvested after 65 h (both CBS141173 and ′c *gfdB*) of cultivation. Different incubation times were used in order to collect exponentially growing phases of mycelia with similar physiological conditions, in the case of each strain [28]. The collected mycelia were washed and then transferred into 100 mL fresh Barratt’s minimal broth or Barratt’s minimal broth supplemented with 2 M sorbitol, 1 M NaCl, and 1 M NaCl + 2 M sorbitol. The cultures were further incubated at 25 °C and 220 rpm, and samples were taken after 0.5 h (for RNA isolation) or 10 h (for characterizing the growth).

### 2.2. Reverse-Transcription Quantitative Real-Time Polymerase Chain Reaction (RT-qPCR) Assays

Lyophilized mycelia were used to isolate total RNA, according to the methods of Chomczynski [33] (“TRI reagent” method). RT-qPCR assays were carried out using the primer pairs listed in Table S1, employing an Xceed SG 1-step 2× Mix Lo-ROX qPCR Kit (Institute of Applied Biotechnologies, Prague, Czech Republic), following the manufacturer’s protocol. Relative transcription levels were characterized with the ∆CP (difference between the crossing point of the reference and the target gene within a sample) values using AN6542 (*actA*; *γ-actin*) for the *A. nidulans* samples and Aspwe1_0167845 (putative translation elongation factor EF-3) for the *A. wentii* samples as reference genes.

### 2.3. High Throughput RNA Sequencing

Total RNA was isolated from the lyophilized mycelia [33] from four different cultures (untreated, 2 M sorbitol, 1 M NaCl, and 2 M sorbitol + 1 M NaCl cultures) in the case of each strain (*A. nidulans* THS30 and ∆*gfdB*, *A. wentii* CBS141173, and ′c *gfdB*) using three biological replicates (48 samples in total). RNA sequencing (from library preparation to the generation of fastq.gz files) was carried out at the Genomic Medicine and Bioinformatic Core Facility, Department of Biochemistry and Molecular Biology, Faculty of Medicine, University of Debrecen, Debrecen, Hungary. A TruSeq RNA Sample preparation kit (Illumina, Praha, Czech Republic) was used for library preparation, according to the manufacturer’s protocol. A single-read 75 bp Illumina sequencing was performed in one lane of a sequencing flow cell on an Illumina HiScan SQ instrument (Illumina, San Diego, CA, USA), and 12–60 million reads per sample were obtained. The hisat2 (version 2.1.0; [34]) software was used for mapping the raw reads to the reference genomes (84–96% of reads were successfully aligned) and generating bam files, while featureCounts (Version 2.0.0, [35]) was used for calculating the read counts. The following genome and gff files were used (FungiDB; https://fungidb.org/fungidb/app, accessed on 25 August 2023): https://fungidb.org/common/downloads/release-65/AnidulansFGSCA4/fasta/data/FungiDB-65_AnidulansFGSCA4_Genome.fasta, accessed on 25 August 2023; https://fungidb.org/common/downloads/release-65/AnidulansFGSCA4/gff/data/FungiDB-65_AnidulansFGSCA4.gff, accessed on 25 August 2023; https://fungidb.org/common/downloads/release-65/AwentiiDTO134E9/fasta/data/FungiDB-65_AwentiiDTO134E9_Genome.fasta, accessed on 25 August 2023; https://fungidb.org/common/downloads/release-65/AwentiiDTO134E9/gff/data/FungiDB-65_AwentiiDTO134E9.gff, accessed on 25 August 2023. 

Differential expression analysis of the read counts was performed using DESeq2 (version 1.36.0; [36]). The “rpkm” function of the edgeR package (version 3.18) [37] was used to calculate the RPKM (reads per kilobase per million mapped reads) values, and the “prcomp” function was applied to perform PCA (principal component analysis). In the case of the *gfdB* gene (which is not part of the *A. wentii* CBS141173 genome), we counted the reads matching the sequence of the *A. nidulans gfdB* gene, available at FungiDB (https://fungidb.org/fungidb/app, accessed on 5 October 2023), using the BBmap software (version 39.01; https://sourceforge.net/projects/bbmap/, accessed on 5 October 2023) using “perfectmode” settings and utilized these counts to calculate all *gfdB* RPKM values. Note that in the case of the *A. nidulans* THS30 strain, the difference between the RPKM values calculated with data generated by the BBmap software and the values calculated using the “rpkm” function of the edgeR package (version 3.18) (data are available at GSE255841; Gene Expression Omnibus; http://www.ncbi.nlm.nih.gov/geo/, accessed on 31 January 2024) was less than 10%.

### 2.4. Evaluation of the Transcriptome Data

Upregulated and downregulated genes were defined as differentially expressed genes (DEGs; adjusted *p*-value < 0.05) where log_2_FC > threshold, or log_2_FC < -threshold, respectively, using threshold 1. FC stands for fold change value, and log_2_FC values were calculated by the DESeq2 software (version 1.36.0) using the untreated cultures (when the effect of osmotic stress treatment on a strain was studied), the cultures of the *A. nidulans* THS30, or the *A. wentii* CBS141173 strains (when the consequences of the genetic manipulation under one culturing condition was studied in the appropriate species) as references. 

Gene set enrichment analyses were performed on the ShinyGO V0.77 (http://bioinformatics.sdstate.edu/go77/, accessed on 5 September 2023) platform (*A. nidulans*) or on the FungiDB (release 66; https://fungidb.org/fungidb/app, accessed on 5 September 2023) platform (*A. wentii*), applying default settings. GO and KEGG pathway terms containing less than three genes, or hits with only one gene, were omitted from the analysis, and only hits with a corrected *p*-value (Benjamini–Hochberg correction) < 0.05 were taken into consideration during evaluation. Since gene set enrichment analyses are highly dependent on the size of the studied gene sets, the analyses for differentially expressed genes (DEGs) were performed with thresholds of 0 and 2.

Similarities in the changes of transcriptomes were characterized by either the Pearson’s correlation coefficient between the log_2_FC values of all genes of the compared two genome-wide transcriptional changes or the Venn-analyses of the upregulated and downregulated genes.

Genes regarded to be particularly important under osmotic stress (and upregulated by osmotic stress) in *A. nidulans* were collected from the papers cited in Refs. [38,39,40,41,42,43] and were regarded as “osmotic stress genes” here for clarity, even though they contribute to other stress responses as well. Genes encoding or putatively encoding enzymes with observed/predicted catalase, cytochrome c peroxidase, glutathione disulfide oxidoreductase, glutathione peroxidase, glutathione transferase, (heme) peroxidase, peroxiredoxin, superoxide dismutase, and thioredoxin-disulfide reductase activities according to FungiDB (https://fungidb.org/fungidb/app, accessed on 5 September 2023) were also collected and regarded here as “oxidative stress” genes. The “glycerol metabolism” gene set was created according to the method of Fillinger et al. [25]. Orthologues of these genes in *A. wentii* were collected from FungDB (https://fungidb.org/fungidb/app, accessed on 5 September 2023). When more than one *A. wentii* orthologue was listed in the FungiDB, the “best hit” among them was determined using the Blastp platform (https://blast.ncbi.nlm.nih.gov/Blast.cgi?PAGE=Proteins, accessed on 5 September 2023). The Fisher’s exact test (“fisher.test” function of R project; https://www.r-project.org/, accessed on 25 August 2023) was used to study the enrichment of these genes (*A. nidulans* genes, *A. wentii* orthologues, only “best hits” of *A. wentii* orthologues) in the appropriate gene sets.

## 3. Results

### 3.1. Deletion of gfdB in A. nidulans Produced Negligible Effect on Osmotolerance, While Expression of A. nidulans gfdB in A. wentii Reduced Growth, Irrespectively of the Osmolarity

The effects of sorbitol (2 M), NaCl (1 M), and NaCl + sorbitol (1 M and 2 M, respectively) treatments on *A. nidulans* THS30 (*gfdB*^+^, reference strain), *A. nidulans* Δ*gfdB* (*gfdB*^−^ mutant), *A. wentii* CBS141173 (*gfdB*^−^, reference strain), and *A. wentii* ′c *gfdB* (*gfdB*^+^, *An-gfdB* expressing mutant) cultures were studied.

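For this re-analysis the deposited read counts of 48 RNA-seq libraries were used, 3 for each of the 4 strains in each of 4 conditions. The paper describes the 3 as biological replicates. The deleted gene checks the labels of *A. nidulans*: *gfdB* has 0 to 2 reads in every Δ*gfdB* library, and at least 71 in every THS30 library. The sequence of *An-gfdB* is not among the genes counted for *A. wentii* and was not analysed here. The mycelium was taken 0.5 h after the treatment began, from cultures grown for 36 h (THS30), 38 h (Δ*gfdB*) and 65 h (CBS141173 and ′c *gfdB*).

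In *A. nidulans* 9498 genes had enough reads to be tested, and in *A. wentii* 11094. A gene is called up or down here when edgeR's quasi-likelihood test gives a Benjamini-Hochberg adjusted p under 0.05 and the change is more than 2-fold. Gene values below are log2 fold changes from that test unless RPKM is named, and gene groups are tested by Fisher's exact test among the genes called. The groups compared, the thresholds, the study's gene lists and the alternative settings other than the limma test were fixed before the deposited data were examined. The paper's own values for the genes it names, lists or measured by RT-qPCR had been seen by then. With 3 libraries on each side, 10% of unchanged genes would show no overlap of the 2 groups by chance. Counts of called genes without overlap use the same libraries as the calls and are not separate support for them.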

The genome-wide transcriptional changes induced by the osmolites in the cultures of the four strains detected with RNAseq showed good correlation with the RT-qPCR data (Table S2). 

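RNA-seq levels and RT-qPCR values of the paper's supplement run together across the 8 *A. nidulans* groups for most of the genes in both sets. The α-1,3-glucan synthase gene *agsA* has r = 0.97, AN0443 0.934, the isocitrate lyase gene *acuD* 0.917, AN8639 0.907, the hydrophobin gene *rodA* 0.896 and the trehalose-6-phosphate synthase gene *tpsA* 0.879. The lowest are AN2815 (0.771) and AN4829 (0.764), which have 0.833 and 0.839 over comparisons, as in the supplement. In *A. wentii* r runs from 0.773 (ASPWEDRAFT_25409) and 0.815 (ASPWEDRAFT_117545) to 0.989 (ASPWEDRAFT_166217).

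Over the 8 group means, r is above 0.8 for 8 of 10 genes in *A. nidulans* and for 11 of 12 in *A. wentii*. By permutation of the groups, 10 and 12 of them have a Benjamini-Hochberg adjusted p under 0.05, and by Spearman's rho 8 and 11. Without the 2 farthest groups AN2815 has 0.363 and ASPWEDRAFT_189665 0.497. Pooled over genes and comparisons, r is 0.795 for 176 values in *A. nidulans* and 0.881 for as many in *A. wentii*, and 84.1% and 86.4% of the pairs have the same sign.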

The Pearson’s correlation coefficients were higher than 0.8 for each gene studied, and for the whole dataset, they were 0.797 (*A. nidulans*) and 0.876 (*A. wentii*) (Table S2). According to the principal component analyses (Figure S1), stress treatments have a substantial effect on the transcriptomes, and the three biological replicates showed similar transcriptomes in each treatment with each strain, with the exception of sorbitol treated *A. wentii* CBS141173 and NaCl treated *A. wentii* ′c *gfdB* cultures, for which the similarity was reduced. 

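Stress sets the main direction of *A. nidulans*. On the first component the 3 untreated THS30 libraries lie at −48.68, −45.50 and −44.06, sorbitol at 16.82 to 24.38 and NaCl at 59.26 to 62.00. On this component alone the combined NaCl + sorbitol treatment stays near the untreated cultures, at −41.69 to −35.41. The second component parts them, with the combination at 20.91 to 21.95 and the untreated libraries at −33.94 to −31.84. In *A. wentii* CBS141173 the sorbitol libraries spread over 3.92, −55.51 and −22.87 on the second component, and in ′c *gfdB* the NaCl libraries over −35.05, 52.30 and 27.63. A further *A. nidulans* library stands apart, Δ*gfdB* untreated replicate 1, at −27.95 on the first component where the other 2 of its group lie at −45.24 and −48.87.

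The mean correlation between replicates is 0.9429 for CBS141173 under sorbitol (lowest pair 0.9250) and 0.9269 for ′c *gfdB* under NaCl (0.8844), 0.9775 to 0.9923 in the other *A. wentii* groups, 0.9784 in untreated Δ*gfdB* (0.9677) and 0.9913 to 0.9958 in the other *A. nidulans* groups. The correlations and components were taken on log2(RPKM + 1) of 9106 and 10733 genes, with RPKM rescaled by median-of-ratios factors. The first 2 components hold 59.99% (jackknife SE 4.28) and 17.90% of the variance in *A. nidulans*, and 31.46% (3.69) and 23.25% in *A. wentii*.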

Note that the long cultivation time of the osmophilic *A. wentii* CBS141173 strain under normal osmolarity before the treatments necessarily enhanced the possibility of increased within-group variations in these experiments.

Sorbitol and NaCl stress treatments reduced the growth of *A. nidulans* THS30 in the submerged cultures (Figure 1a), as was expected from agar plate experiments [28]. In line with previous studies [28], *gfdB* gene deletion had no significant effect on growth (Figure 1a). Nor did the combined stress treatment (NaCl + sorbitol) significantly reduce the growth (Figure 1a). The *gfdB* gene was significantly upregulated by both sorbitol and NaCl stresses, in line with the results of previous studies [44], but this was not the case under the combined NaCl + sorbitol stress in the THS30 strain (Figure 2a). In contrast, the expression of *gfdA* changed less relative to *gfdB*, and these changes were specific for the type of osmotic stress. 

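In THS30 the deposited level of *gfdB*, a glycerol 3-phosphate dehydrogenase gene, is 3.753 RPKM without stress (SD 0.032, n = 3), 55.152 (SD 13.203) after sorbitol, 160.245 (SD 20.672) after NaCl and 3.534 (SD 1.698) after the combined NaCl + sorbitol treatment. The means are 14.697 and 42.702 times the untreated one for the single stressors, and 0.942 times for the combination. In log2, *gfdB* rose by 3.99 (SE 0.25) and 5.75 (SE 0.26), and its value for the combination is 0.15 (SE 0.26).

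The adjusted p of edgeR's quasi-likelihood test, after Benjamini-Hochberg, is 3.73e-11 for sorbitol, 1.53e-13 for NaCl and 0.655 for the combination, while the exact permutation p on RPKM is 0.1, 0.1 and 1, where 0.1 is the smallest that 3 against 3 can give. The sign for the combination turns to −0.07 without TMM scaling.

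**Figure D1:**
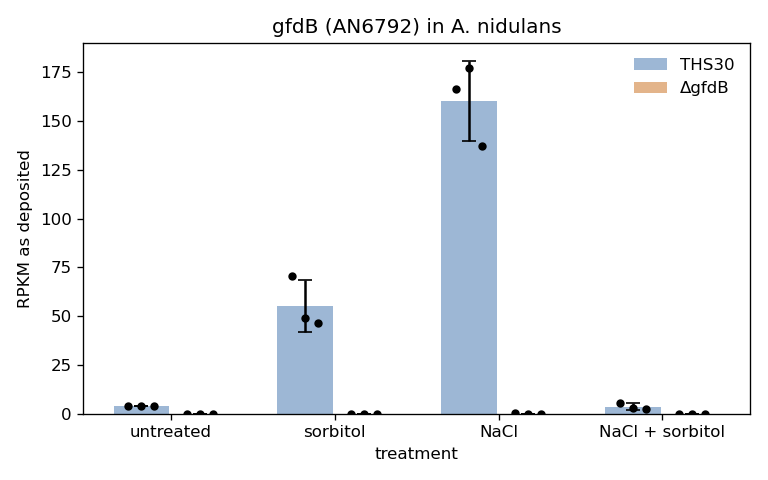
Deposited RPKM of *gfdB* in *A. nidulans* (vertical axis, linear) for THS30 and Δ*gfdB* in each of the 4 conditions (horizontal axis). Points are single libraries, bars the means of 3 and whiskers the SD. The THS30 points rise from untreated to sorbitol and NaCl and return to the untreated level in the combined NaCl + sorbitol treatment; the Δ*gfdB* points lie at the floor.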

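*gfdA*, the other glycerol 3-phosphate dehydrogenase gene of *A. nidulans*, has 80.22 RPKM in untreated THS30 (SD 6.356, n = 3), 78.204 (SD 1.587) after sorbitol, 103.28 (SD 11.377) after NaCl and 52.657 (SD 1.021) after the combined NaCl + sorbitol treatment. The log2 values are 0.07 (SE 0.12), 0.70 (SE 0.12) and −0.39 (SE 0.12). In Δ*gfdB* the levels are 74.707 (SD 21.15), 68.388 (SD 4.869), 98.878 (SD 4.354) and 48.043 (SD 3.787) RPKM, and the log2 values 0.12, 0.79 and −0.45.

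With edgeR's quasi-likelihood test the Benjamini-Hochberg adjusted p for sorbitol, NaCl and the combination is 0.616, 2.76e-05 and 0.0102 in THS30 and 0.401, 6.62e-06 and 0.00415 in Δ*gfdB*. No change reaches 2-fold. Tested with only the groups compared, the last of these has log2 −0.38 and an adjusted p of 0.136, and without TMM scaling the values for sorbitol turn to −0.04 and −0.13.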

Transcription of the *gfdA* gene was slightly upregulated by NaCl treatment, slightly downregulated by the combined NaCl + sorbitol treatment, and remained unchanged in the presence of sorbitol in both strains (Figure 2b). These data suggest that in addition to GldB (NADP-dependent glycerol dehydrogenase), a key enzyme responsible for osmotic tolerance in *A. nidulans* [21] and GfdA [25], GfdB is also involved in the osmotic stress response. However, GfdB was less important ([24] and Figure 1a) than GldB, and its regulation and thus, its function, was different from that of GfdA.

When we applied the same stress treatments to *A. wentii* CBS 141173, its growth, in line with its osmophilic nature, either increased (on sorbitol) or did not change significantly (Figure 1b). The expression of the *An-gfdB* gene in the fungus did not substantially alter this pattern, but reduced growth significantly (Figure 1b). The *An-gfdB* gene (with its own promoter) was active in *A. wentii* ′c *gfdB* (Figure 2c) and showed an expression pattern different from that in *A. nidulans* (Figure 2a): it was slightly upregulated by sorbitol and NaCl + sorbitol treatment, but not by NaCl treatment. 

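*A. wentii* carries 1 gene of this pair, ASPWEDRAFT_104967 (*gfdA*), and in CBS141173 its deposited level is 96.366 RPKM untreated (SD 8.5, n = 3), 913.162 (SD 493.612) after sorbitol, 999.648 (SD 195.254) after NaCl and 120.64 (SD 24.855) after the combined NaCl + sorbitol treatment. The means are 9.476, 10.373 and 1.252 times the untreated one. In ′c *gfdB* the levels are 141.962 (SD 16.037), 291.497 (SD 4.781), 852.648 (SD 250.477) and 113.002 (SD 8.161) RPKM, or 2.053, 6.006 and 0.796 times. The gene rose in log2 by 3.09 (SE 0.30) and 3.33 (SE 0.31) in CBS141173 and by 1.04 (SE 0.28) and 2.55 (SE 0.30) in ′c *gfdB* under the single stressors, with 0.34 and −0.20 for the combination.

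By edgeR's quasi-likelihood test the Benjamini-Hochberg adjusted p is 3.15e-07, 5.49e-08 and 0.372 in CBS141173 and 0.00732, 1.6e-06 and 0.604 in ′c *gfdB*.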

The *gfdA* gene behaved similarly to the *gfdB* gene in *A. nidulans* (Figure 2a) in both *A. wentii* strains (Figure 2d): the sorbitol and NaCl treatments, but not the NaCl + sorbitol treatment, caused upregulation, suggesting that *A. wentii* GfdA may be a functional orthologue of *A. nidulans* GfdB in osmoregulation. Interestingly, the expression of *gfdA* in *A. wentii* ′c *gfdB* lagged behind that of the CBS141173 strain when treated with sorbitol (Figure 2d). 

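Under sorbitol the 3 CBS141173 libraries hold 482 to 1452 RPKM of *gfdA*, and the ′c *gfdB* mean is 0.319 times theirs. The log2 difference between the strains is −1.45 (SE 0.28) under sorbitol, against 0.60 untreated, −0.18 under NaCl and 0.06 in the combined NaCl + sorbitol treatment. The highest value comes from CBS141173 sorbitol replicate 2, the library of its group that lies farthest out on the second component. Without it the difference is −0.94, under 2-fold.

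The Benjamini-Hochberg adjusted p of edgeR's quasi-likelihood test for sorbitol is 0.000913, and that for the strain by sorbitol interaction 0.00418.

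**Figure D2:**
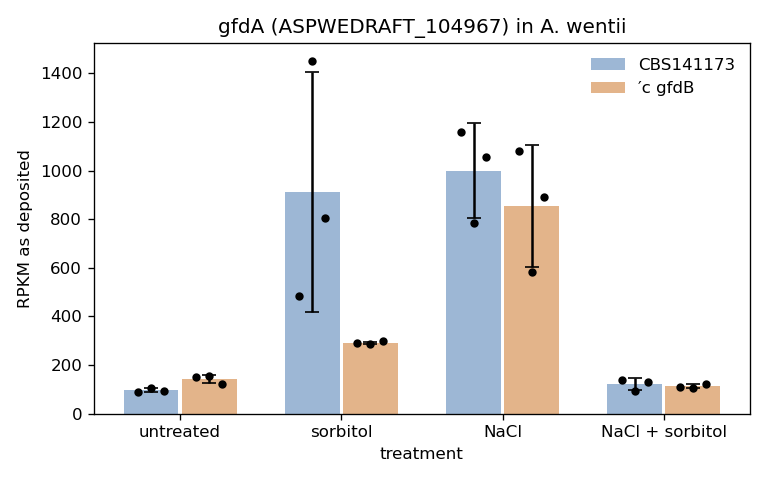
Deposited RPKM of *gfdA* in *A. wentii* (vertical axis, linear) for CBS141173 and ′c *gfdB* in each of the 4 conditions (horizontal axis). Points are single libraries, bars the means of 3 and whiskers the SD. Sorbitol and NaCl points lie above the untreated ones in both strains, and under sorbitol the ′c *gfdB* points lie below those of CBS141173, which are spread.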

### 3.2. RNAseq Data Revealed That the Absence of GfdB Caused Only Minor Changes in the Osmotic Stress Response of A. nidulans

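Among the named genes with the largest changes in THS30, sorbitol raised the conidial laccase gene *yA* by 4.59, the CoA transferase gene *coaT* by 4.34, *fmaF* by 3.27, the multidrug transporter gene *mdr1* by 2.80 and the developmental regulator gene *flbC* by 2.62, and lowered the 4-aminobutyrate transaminase gene *gatA* to −3.18, the tRNA modification gene *kae1* to −2.13 and the mismatch repair gene *msh3* to −1.84. NaCl raised *yA* by 5.89, *coaT* by 5.94 and *ish1* by 3.50, and lowered the nitrate transporter gene *crnA* to −2.97, the nitrate reductase gene *niaD* to −2.42 and the zinc transporter gene *zrfA* to −2.64. The combined NaCl + sorbitol treatment raised the metalloprotease gene *mep20* by 2.81, the dipeptidyl peptidase gene *dppV* by 2.62, *zrfC* by 2.03 and *sclB* by 1.99, and lowered the excision repair gene *rad7* to −2.38 and *pxa1*, of the peroxisomal membrane, to −2.15. Genes without a symbol go further, AN0635 to 9.73 under sorbitol and 11.25 under NaCl, and AN8479 to −5.65, −5.45 and −5.74 in the 3 treatments.

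With edgeR's quasi-likelihood test, 1455 genes are up and 1069 down after sorbitol, 1808 and 1717 after NaCl, and 716 and 782 after the combination; 2447 are up and 2234 down in at least 1 treatment. The 3 libraries of each side do not overlap for 1442 and 1064, 1780 and 1702, and 700 and 775 of the genes called. Leaving out TMM scaling moves the median of all genes by −0.11, −0.34 and −0.22. The calls are then 1345 up and 2695 down after NaCl and 469 and 1300 after the combination.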

The upregulation of 2737 and the downregulation of 2046 genes were observed in at least one stress treatment in the *A. nidulans* THS30 strain (Figure 3a). 

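Several named genes of THS30 were raised by both sorbitol and NaCl: the acid trehalase gene *treA* by 2.36 and 3.32, AN8639 by 2.90 and 4.90, and *chsA*, a chitin synthase gene, by 1.94 and 2.07. For others, such as *bipA* and AN2864, the value after sorbitol is the larger. The 2 treatments were not tested against each other. Lowered by both are *mfs56*, a putative transporter gene, to −2.67 and −3.43, and AN4829 to −2.05 and −2.40.

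Up after both are 1150 genes, 54.4% of those up after either, where 277.0 would be shared if the 2 sets were independent; down after both are 852, 44.1%, with 193.2 for independent sets. The log2 fold changes of the 2 treatments have r = 0.861 over all genes tested. The same untreated libraries serve both sides, which alone gives r = 0.518 in 20 simulated sets with no stress response. The covariance is 1.38, against 0.0218 from the shared controls alone in these sets. Part of the excess overlap may come from the shared controls.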

The large overlap between the stress responsive genes of the sorbitol and NaCl treatments (Figure 3a), as well as the high correlation coefficient (Figure 3c) between the genome-wide transcriptional changes elicited by these two treatments, showed that the sorbitol and NaCl stress responses were similar. The response to the combined NaCl + sorbitol stress treatment was also similar to that of the two other stress responses (Figure 3a,c). However, this treatment caused only small transcriptional changes relative to the single stressor treatments (Figure 3a), which is consistent with the growth profile of the strain (Figure 1a) and the transcription profile of the *gfdB* gene (Figure 2a).

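*bipA*, the chaperone gene of the endoplasmic reticulum, rose in all 3 treatments of THS30, by 2.44 (sorbitol), 1.78 (NaCl) and 1.96 (combined NaCl + sorbitol treatment), and so did AN2815, by 3.02, 3.15 and 1.57. The siderophore transporter gene *sit2* fell in all 3, to −1.48, −2.69 and −1.96. Other genes part: the squalene epoxidase gene *erg1* has 0.58 and −0.85 for the single stressors and rose by 1.79 in the combination, and *atg15*, coding for a lipase of autophagy, rose by 1.24 and 1.85 and has −0.94.

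All 3 treatments share 259 genes up and 360 down. Sorbitol and the combination share 343 up (18.8% of those up in either, 109.7 for independent sets) and 450 down (32.1%, 88.0), NaCl and the combination 298 (13.4%, 136.3) and 392 (18.6%, 141.4). Their log2 fold changes have r = 0.602 and 0.404, with 0.526 and 0.508 simulated from the shared untreated libraries alone. The covariances are 0.559 and 0.478, against 0.0220 and 0.0219 simulated from those libraries alone. Part of the excess overlap may come from these shared controls.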

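Several of the genes most raised by the single stressors moved less under the combined NaCl + sorbitol treatment of THS30. The laccase gene *yA* has 0.94 in the combination, the isocitrate lyase gene *acuD* has 3.68, 4.46 and 0.97, *coaT* 1.05, and *treA* 0.25. Genes of the combination alone do exist: 334 are up and 300 down in it and not in the single treatments, among them *pmcA*, a calcium pump gene (1.61), and *chiA1*, a chitinase gene (1.60).

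Over all genes tested the median absolute log2 change is 0.569 after sorbitol, 0.739 after NaCl and 0.47 after the combination. Sorbitol alone has 221 up and 127 down, NaCl alone 619 and 833. Counts of genes called in a single treatment depend on a threshold and are not a test of the difference between treatments.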

Gene set enrichment analyses also demonstrated that there was a substantial overlap among the three responses (Table S3, Figure 4). 

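Most of the members analysed of the study's replication, cell cycle and repair terms were lower in THS30 under all 3 treatments, and most of its oxidative phosphorylation genes higher. Of the 36 members analysed among the genes Table S3 names for DNA replication (the first 36 of 60), 36 fell at any fold after sorbitol, 27 after NaCl and 27 after the combined NaCl + sorbitol treatment; of the first 36 mitotic cell cycle genes listed 36, 28 and 26, and of the first 36 of 108 DNA repair genes 36, 24 and 31. Of 26 oxidative phosphorylation genes 24, 18 and 20 rose, of 36 mitochondrial ribosome genes 33, 11 and 11, and of 35 transport genes tested (the first 36 of 318) 33, 23 and 17. The sorbitol medians are −0.65 for replication and for the mitotic cell cycle, −0.74 for repair, 0.46 for oxidative phosphorylation, 0.60 for the mitochondrial ribosome and 0.88 for transport. Of all genes tested 3274, 3840 and 3143 fell and 3125, 3212 and 2457 rose. All these members were chosen by the study on the sorbitol response of THS30, and its untreated libraries enter all 3 comparisons, so none of these counts is independent evidence.

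Lists written after the tables had been opened, before their values were looked at, give few calls. Of 5 replication fork genes, *sld5* fell after NaCl (−1.20). At any fold all 5 fell in the combination (adjusted p = 0.0337, Fisher's exact test, and adjusted p = 0.728 with an estimated correlation). Of 15 amino acid synthesis genes, 4 fell after NaCl and none after the other treatments: *argEF* of arginine (−1.11), *trpB* (−1.22) and *trpC* (−1.04) of tryptophan, and *luA* of leucine synthesis (−1.40). Of 8 mitochondrial import genes, *tim9* (1.15) and *tim13* (1.01) rose after sorbitol. Without TMM scaling the NaCl median of the mitochondrial ribosome genes turns from 0.02 to −0.32, and its combination median from 0.19 to −0.03.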

The mitotic cell cycle, DNA replication and DNA repair genes, together with amino acid metabolism genes, were enriched in the downregulated gene set, while the mitochondrial function genes (including respiration and oxidative phosphorylation genes) and genes involved in various transport processes and ion homeostasis were enriched in the upregulated gene set in the case of each treatment (Table S3, Figure 4). 

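*brlA*, the central regulator of conidiation, rose in THS30 by 1.12 after sorbitol, 1.31 after NaCl and 1.20 after the combined NaCl + sorbitol treatment. Its downstream regulators *abaA* and *wetA* rose after sorbitol, by 1.45 and 1.48, and the spore regulator *vosA* in the combination, by 1.01. Of the 7 asexual development genes tested, 5 are up after sorbitol, 3 after NaCl and 2 after the combination (adjusted p = 0.0228, 0.56 and 0.786, Fisher's exact test with Benjamini-Hochberg over 17 lists, for sorbitol adjusted p = 0.199 with an estimated correlation), and the same counts hold when adjusted over the list alone.

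Sexual development is held by 3 genes tested: the regulator gene *nsdD* has −0.09, −0.28 and 0.09, the velvet gene *veA* −0.60, −0.84 and −0.58, while the transcription factor gene *steA* rose after sorbitol (1.09) and has 0.56 and 0.18 otherwise. With so few members this list was not tested.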

Genes involved in sexual development (or meiotic cell cycle) also showed downregulation in each treatment, which was accompanied by the upregulation of asexual reproduction genes in the sorbitol and NaCl + sorbitol treatments (Table S3, Figure 4). In the case of single stressor (sorbitol, and NaCl) treatments, genes involved in bulk protein translation and carbon/glucose repression were also enriched in the downregulated gene sets, while the upregulated gene sets were enriched with trehalose metabolism genes (Table S3, Figure 4). 

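Translation genes were lower after the single stressors in THS30: of 34 cytoplasmic translation genes named in Table S3, 34 fell at any fold after sorbitol and 29 after NaCl, and of 22 genes for tRNA aminoacylation all 22 fell after each, with sorbitol medians of −0.52 and −0.56. After the combined NaCl + sorbitol treatment 22 and 12 fell. Of 10 trehalose genes of that table 10 and 9 rose after the single stressors and 4 after the combination, and 5, 7 and 2 passed 2-fold. These members were chosen by the study on the sorbitol response of THS30, whose untreated libraries enter all 3 comparisons, so their counts are not independent evidence.

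Among 3 trehalose genes of the study's osmotic list, *tpsA*, for trehalose-6-phosphate synthase, rose by 1.03 and 1.16 after sorbitol and NaCl and has 0.05 in the combination; *orlA*, for the phosphatase, has 0.46, rose by 1.38 and has −0.75; and *treB*, for neutral trehalase, rose by 1.03 and 2.13 and has 0.41. None of 5 translation initiation genes passed 2-fold. At any fold all 5 fell after NaCl, with *tif32* at −0.79 and *tif1* at −0.70 (adjusted p = 0.0611 for the list, Fisher's exact test). Genes of carbon repression were not analysed here as a group.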

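Many proteasome genes were lower and some folding genes higher where sorbitol was present in THS30. Of 15 proteasome subunit genes, 12 fell at any fold after sorbitol, 6 after NaCl and 15 after the combined NaCl + sorbitol treatment (adjusted p = 0.00686 and 1.04e-06 for sorbitol and the combination, Fisher's exact test, and adjusted p = 0.4 and 0.117 with an estimated correlation), with *pre9* at −0.68, 0.08 and −0.89 and *pup3* at −0.66, −0.30 and −0.71. None passed 2-fold. Of 13 chaperone genes, 5 are up after sorbitol, 2 after NaCl and 5 after the combination: the chaperonin gene *hsp60* rose by 1.68 and 1.22 where sorbitol was present, *hsp70* by 1.52 and 1.13, *grpE* by 1.16 and 1.09, and the calnexin gene *clxA* by 1.33 in the combination. Both lists were written after the tables had been opened and before their values were looked at.

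For the chaperones the adjusted p is 0.157 for sorbitol and 0.0315 for the combination, where adjusted p = 0.533 with an estimated correlation. Of 24 Table S3 proteasome genes 24, 7 and 23 fell after sorbitol, NaCl and the combination, of the first 36 of 39 autophagy genes 36, 18 and 25, and of 9 refolding genes 8, 6 and 6 rose; these were chosen by the study on the sorbitol response of THS30, whose untreated libraries enter all 3 comparisons, so the counts are not independent evidence. Of 5 autophagy genes with symbols, the kinase gene *atg1* rose in all 3 treatments (1.49, 1.56, 1.18), and *atg11*, a scaffold gene of selective autophagy, fell in the combination (−1.05).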

In the presence of sorbitol (sorbitol and NaCl + sorbitol treatments), autophagy and protein degradation genes, as well as protein refolding genes, were enriched in the downregulated and upregulated gene sets, respectively (Table S3, Figure 4). Based on the literature, 16 genes were selected as those commonly upregulated under osmotic stress (Table S4; “osmotic stress genes”), [38,39,40,41,42,43]. 

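Of the 16 osmotic stress genes 6 are up in THS30 after sorbitol and 9 after NaCl. The HOG kinase kinase gene *pbsA* rose by 1.46 and 2.45, the phosphatase gene *ptpA* by 1.27 and 2.16 and the transcription factor gene *atfA* by 2.03 and 2.58. The HOG kinase gene *hogA* has 0.71 after sorbitol and rose by 2.25 after NaCl, and the phosphotransfer gene *ypdA* has 0.27 and rose by 1.22. The response regulator gene *srrA* fell after sorbitol (−1.02) and has −0.73 after NaCl.

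Fisher's exact test, with Benjamini-Hochberg over 17 lists, gives the list an adjusted p of 0.146 for sorbitol (adjusted p = 0.171 with an estimated correlation) and 0.0171 for NaCl (0.0371). At any fold 11 rose and 1 fell after sorbitol and 11 and 3 after NaCl. When adjusted over the list alone the counts are also 6 and 9. Of the 9 genes of HOG and phosphorelay signalling in it, 3 are up after sorbitol and 5 after NaCl (adjusted p = 0.484 and 0.0897).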

The majority of these showed upregulation in our experiments under sorbitol and NaCl stresses (Table S4). A few of these genes were also upregulated under the combined stress treatment; however, their enrichment was not significant in the upregulated gene sets (Table S4). 

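Under the combined NaCl + sorbitol treatment 1 of the 16 osmotic stress genes is up more than 2-fold in THS30, and at any fold 5 rose and 2 fell. Smaller rises are those of the zinc finger gene *msnA* (0.83), the histidine kinase gene *nikA* (0.64) and the proton pump gene *pmaA* (0.55). The kinase genes of the HOG pathway stay near the untreated level, *pbsA* at 0.02 and *hogA* at −0.14, and so do *ptpA* (−0.17), *atfA* (0.09) and *ypdA* (−0.14).

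The list has an adjusted p of 1 by Fisher's exact test. Its median is 0.03, and −0.18 without TMM scaling.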

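Several glycerol metabolism genes were higher in THS30 after the single stressors. The transporter gene *mfsA* of the study's list rose by 3.82 after sorbitol and 5.24 after NaCl, *gcnA* by 1.64 and 2.83, AN2864 by 2.26 and 1.36, and AN1396 by 1.46 and 1.71. The aldo-keto reductase gene *akr1* has −0.92 after sorbitol and rose after NaCl (1.20); *gcy1* has 0.16 and 0.79, and the glycerol phosphatase gene *gpp2* 0.63 and 0.12. In the combined NaCl + sorbitol treatment AN2864 alone rose past 2-fold (1.04).

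With *gfdB* among them, 5 of 9 genes tested are up after sorbitol and 6 after NaCl, also when adjusted over the list alone (adjusted p = 0.0523 and 0.0199, Fisher's exact test with Benjamini-Hochberg over 17 lists, adjusted p = 0.199 and 0.0574 with an estimated correlation).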

The transcriptional activity of most “glycerol metabolism” genes increased significantly when treated with sorbitol or NaCl, including genes for glycerol transport, biosynthesis, and degradation (Table S4). Since osmotic stress may also cause oxidative stress, and the deletion of *gfdB* increased oxidative stress sensitivity [24], the transcriptional behavior of antioxidant enzyme genes was also investigated. 

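*catA*, the catalase gene of conidia, rose in THS30 by 4.39 (SE 0.39) after sorbitol and 6.66 (SE 0.41) after NaCl; it belongs to the asexual development genes too, a list of which 5 of 7 genes are up after sorbitol. *sodB*, for mitochondrial Mn-superoxide dismutase, has 0.35 (SE 0.10) after sorbitol and rose by 1.03 (SE 0.10) after NaCl, with means of 388.876 RPKM untreated, 459.911 and 629.390. *ccp1*, for cytochrome c peroxidase, has 0.50 and 0.82, both under 2-fold. Past 2-fold are also the thioredoxin reductase gene *trxR* after sorbitol (1.51) and the peroxiredoxin gene *tpxB* after NaCl (1.26), while *cpeA/catD*, a catalase-peroxidase gene, fell after sorbitol (−1.67) and *catC* after NaCl (−1.80).

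With edgeR's quasi-likelihood test the Benjamini-Hochberg adjusted p after sorbitol is 0.0033 for *sodB* and 0.0114 for *ccp1*. Of 33 oxidative stress genes tested 5 are up and 2 down after sorbitol, 8 and 1 after NaCl, and 2 and 2 after the combined NaCl + sorbitol treatment; adjusted over the list alone only the last count differs, with 2 and 1. The list has an adjusted p of 0.803 for NaCl by Fisher's exact test at 2-fold and 0.0641 at any fold (0.283 and 0.0113 before adjustment). Without TMM scaling its NaCl median turns from 0.30 to −0.04.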

Sorbitol and NaCl treatments significantly increased the transcription of several antioxidative enzyme genes, including *sodB* (encoding mitochondrial Mn-superoxide dismutase [45], *catA* (encoding conidium specific catalase [46]) and *ccp1* (encoding cytochrome c peroxidase [47]); however, enrichment of this gene set among the upregulated genes was significant only under NaCl stress (Table S4).

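Δ*gfdB* raised largely the genes known from the reference strain. Sorbitol raised *yA*, the laccase gene of conidia, by 4.24, the transporter gene *mfsA* by 5.05, *tmpL* by 4.44, the bZIP gene *atfB* by 3.59 and the acid trehalase gene *treA* by 2.55, and NaCl raised *yA* by 5.48, *mfsA* by 6.04, *coaT* by 3.98, *treA* by 3.48 and the glycerol dehydrogenase gene *gldB* by 3.16. The combined NaCl + sorbitol treatment raised *tmpL* by 3.35 and *dppV* by 2.97. Lowered were *gatA* (−3.25, −2.30 and −2.73 in the 3 treatments), *kae1* (−2.62, −2.47, −1.66) and the siderophore transporter gene *mirD* (−2.23, −3.93, −1.95).

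In Δ*gfdB* edgeR's quasi-likelihood test calls 1456 genes up and 1341 down after sorbitol, 1742 and 1665 after NaCl and 541 and 768 after the combination, or 2393 up and 2308 down in at least 1 treatment. Without overlap of the libraries are 1426 and 1304, 1720 and 1611, and 518 and 730. Leaving out TMM scaling moves the medians by −0.24, −0.38 and −0.18 and gives 1096 up and 2020 down, 1204 and 2730, and 381 and 1253.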

Deletion of the *gfdB* gene did not substantially alter the number of stress responsive genes: 2630 showed upregulation, and 2126 showed downregulation in at least one treatment (Figure 3b). 

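In Δ*gfdB*, as in the reference strain, 3 HOG pathway genes rose after both single stressors and stayed near the untreated level in the combined NaCl + sorbitol treatment: *pbsA* has 1.79, 2.66 and 0.20, *ptpA* 1.51, 2.45 and −0.03, and *atfA* 2.44, 2.82 and 0.08. The kinase gene *hogA* passed 2-fold after NaCl alone (0.46, 2.09 and −0.11). Of 16 osmotic stress genes 7 are up after sorbitol, 8 after NaCl and 1 after the combination (adjusted p = 0.0473, 0.0679 and 1, Fisher's exact test), and of 9 glycerol metabolism genes 5, 4 and 1 (adjusted p = 0.0473 for sorbitol and 0.37 for NaCl); for sorbitol the adjusted p = 0.159 and 0.244 with an estimated correlation. When adjusted over the list alone all these counts stay. The deleted *gfdB* is a tested member of both lists and cannot be up in this strain. The counts are therefore not a like comparison with those of THS30, where *gfdB* is up after both single stressors.

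Sorbitol and NaCl share 975 genes up (43.9% of those up in either, 267.0 for independent sets) and 949 down (46.1%, 235.1), sorbitol and the combination 346 and 487, NaCl and the combination 220 and 365, and all 3 share 8.1% of the genes up and 335 genes down. The log2 fold changes have r = 0.80, 0.67 and 0.403 in that order, with 0.461, 0.479 and 0.475 simulated from the shared untreated libraries alone. The covariances are 1.20, 0.582 and 0.409, against 0.0216, 0.0218 and 0.0217 simulated from those libraries alone. Part of the excess overlap may come from the shared controls.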

Their distribution among the three treatments and the correlations between the three stress responses showed similar tendencies to those observed in the reference strain (Figure 3). The direct comparison of the transcriptomes of the Δ*gfdB* mutant and the reference strain revealed only small differences under untreated conditions (Figure 5a). Moreover, the overlap between the stress responsive gene sets of the two strains was also high (more than or close to 50% of the stress responsive genes) in each treatment (Figure S2). Accordingly, the stress responses of the Δ*gfdB* gene deletion mutant were similar to those of the reference strain. 

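In untreated cultures the genes that stand higher in Δ*gfdB* include the hydrophobin gene *rodA* (2.32, SE 0.77), *coaT* (1.98), *acuD* (1.37) and *aspf34* (1.41), and *ayg1*, of pigment synthesis, at a low level (3.20). Besides *gfdB* itself, the siderophore synthesis gene *sidD* (−1.09), *nrps1* (−1.20) and the transporter gene *mfsA* (−1.01) are lower. AN6401 is higher in all 4 conditions, by 3.71 untreated, 4.24 under sorbitol, 4.71 under NaCl and 3.18 in the combined NaCl + sorbitol treatment, and AN7897 lower, at −2.89 untreated and −3.77 under sorbitol.

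The median absolute log2 difference between the strains is 0.207 untreated, against 0.294 under sorbitol, 0.204 under NaCl and 0.193 in the combination. By edgeR's quasi-likelihood test 2.58% of the genes tested are called untreated.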

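For several named genes the interaction of strain and treatment, the difference between the responses of Δ*gfdB* and THS30, is small: it is 0.33 for *pbsA* under sorbitol and 0.20 under NaCl, −0.25 and −0.16 for *hogA*, and 0.19 and 0.29 for *tpsA*. For others the call of a difference depends on the libraries and groups fitted. The conidial catalase gene *catA* rose by 2.43 after sorbitol in Δ*gfdB* and by 4.39 in THS30, from a higher untreated level in Δ*gfdB*, and the strain difference under sorbitol is −0.09. The rise of *acuD* was smaller too, with interactions of −1.41 for sorbitol and −1.63 for NaCl. Without Δ*gfdB* untreated replicate 1 these are −0.86 and −1.08, and the sorbitol interaction of *catA* goes from −1.96 to −1.06 (adjusted p = 0.0677, edgeR's quasi-likelihood test with Benjamini-Hochberg). In turn *mfsA* (1.23), from a lower untreated level in Δ*gfdB*, and *trxR* (1.01) responded more to sorbitol in Δ*gfdB*. Among 27 ribosome biogenesis genes, 7 have a lower sorbitol response in Δ*gfdB*, among them *nop7* (−1.28), *mak5* (−1.30), *lcp5* (−1.19) and *drs1* (−1.14) (adjusted p = 7.41e-07, Fisher's exact test, adjusted p = 0.483 with an estimated correlation). With only the groups compared, the adjusted p of edgeR's quasi-likelihood test is 0.101 for *catA* and 0.0612 for *trxR* under sorbitol and 0.0831 and 0.194 for *acuD* under sorbitol and NaCl. In that fit 1 of the ribosome biogenesis genes is called, and none without Δ*gfdB* untreated replicate 1. The size stays with only the groups compared (*nop7* −1.28, *mak5* −1.29, *lcp5* −1.19, *drs1* −1.13, *trxR* 1.02). Without that replicate *nop7* has −0.86, *mak5* −0.83, *lcp5* −0.64 and *drs1* −0.66, under 2-fold, with adjusted p of 0.0106 to 0.0337 by the same test. The call of *mfsA* stays in both fits (0.0413 and 0.0435).

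Up in both strains are 1107 genes after sorbitol (61.4% of those up in either, 4.96 times the number for independent sets), 1524 after NaCl (75.2%, 4.6 times) and 382 after the combined NaCl + sorbitol treatment (43.7%, 9.36 times), and down 840 (53.5%, 5.57 times), 1296 (62.1%, 4.31 times) and 517 (50.0%, 8.18 times). The interaction test of edgeR calls 69 genes up and 126 down for sorbitol, 21 and 42 for NaCl, and 10 and 22 for the combination. Without TMM scaling these are 45 and 241 for sorbitol and 12 and 17 for the combination, and DESeq2 gives 20 and 73 for NaCl. With only the groups compared the sorbitol count is 34 up and 21 down. From these overlaps and from the small difference without stress the paper concludes that deleting *gfdB* leaves the stress responses of *A. nidulans* much as they were. It also cites the similar number, distribution and correlations of the responses, and like functions in its gene set enrichment.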

The results of gene set enrichment analyses also show that similar biological functions were regulated in the three stress responses of the mutant when compared with the results for the reference strain (Figure S3, Tables S3 and S4).

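Conidiation genes are among those higher in untreated Δ*gfdB*: the regulator gene *brlA* (1.14, SE 0.37) and the conidial catalase gene *catA* (1.87, SE 0.39) with *rodA* make 3 of 7 asexual development genes (adjusted p = 0.00435, Fisher's exact test, adjusted p = 0.254 with an estimated correlation, and 0.722 with only the groups compared). With 1 library left out the adjusted p of this list runs from 0.0106 to 1, and without Δ*gfdB* untreated replicate 1 *catA* has 0.97, under 2-fold. The cell wall glucan synthase gene *agsA* (1.06), *ugd2* (1.36) and the G-protein regulator gene *rgsA* (1.05) are higher as well. Lower without a symbol are AN7893 (−3.65) and AN8809 (−3.34), higher AN9310 (4.74) and AN7851 (3.87).

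By edgeR's quasi-likelihood test 189 genes are up and 56 down in untreated Δ*gfdB*, and for 81.0% and 98.2% of them the libraries of the 2 strains do not overlap. The library Δ*gfdB* untreated replicate 1 stands apart from its group. Without it 200 are up and 95 down, and 115 of the 189 stay. With only the untreated groups fitted, 91 genes pass in all.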

Deletion of the *gfdB* gene resulted in the upregulation of 202 genes and the downregulation of 49 genes under untreated conditions in the gene deletion mutant relative to the reference strain (Figure 5a, Table S5).

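Genes higher in untreated Δ*gfdB* and also raised by stress in THS30 include the isocitrate lyase gene *acuD*, the CoA transferase gene *coaT*, the conidial catalase gene *catA*, the conidiation regulator gene *brlA* and *ugd2* (3.61 after NaCl in THS30). Under stress the strains lie closer for some of these, with *acuD* at −0.03 (sorbitol) and −0.25 (NaCl) and *catA* at −0.09 and 0.32 between the strains; *brlA* stays higher in Δ*gfdB* under sorbitol (1.29) and in the combined NaCl + sorbitol treatment (1.01).

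Of the 189 genes 56.6% are up in at least 1 stress of THS30, against 25.8% of all genes tested and 48.7 for independent sets (Fisher's exact test, p = 1.16e-19), and of the 56 lower genes 16 are down in a stress (p = 0.348). The untreated THS30 libraries serve both comparisons, so part of the excess may come from the shared controls. Without Δ*gfdB* untreated replicate 1 39 of these stay called, and with only the groups compared the overlap has 28 genes.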

Genes that showed upregulation in at least one stress treatment in the THS30 reference strain were significantly enriched in the upregulated gene set (115 genes out of the 202 genes) (Figure 5a, Table S5). 

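AN9310 shows this likeness: at 4.74 between the untreated strains, it rose by 7.50 after sorbitol and 10.28 after NaCl in THS30, and AN0230, at 2.53 between the strains, also stands among the largest differences. Others run against it, with *mfsA* lower in Δ*gfdB* and raised by stress, and *agsA*, the α-1,3-glucan synthase gene, higher in Δ*gfdB* and lowered by NaCl (−1.74).

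Over all genes tested the strain difference correlates with the THS30 response to sorbitol at r = 0.29, to NaCl at 0.282 and to the combined NaCl + sorbitol treatment at 0.289. The shared untreated THS30 libraries alone give r = 0.522, 0.505 and 0.510 in simulated sets, but with covariances of 0.0221, 0.0220 and 0.0221. Here these are 0.151, 0.187 and 0.111, so the shared controls give a part of the covariance. Without Δ*gfdB* untreated replicate 1 r is 0.066 for sorbitol, 0.048 for NaCl and 0.201 for the combination.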

Genome-wide transcriptional differences found between the *gfdB* gene deletion mutant and the reference strain also showed some positive correlation with the stress treatment-elicited transcriptional changes in the reference strain (Figure 3c). Gene set enrichment analyses revealed some similarities between the transcriptional consequences of *gfdB* gene deletion and the stress treatments: as was the case for the stress treatments, the deletion of the *gfdB* gene downregulated the mitotic cell cycle, replication, and translation, as well as the repair and protein degradation genes (Figure 5b, Table S3). However, unlike the results for the stress treatments, it also downregulated genes related to mitochondrial processes like oxidative phosphorylation and tricarboxylic acid cycle genes (Figure 5b, Table S3), and substantial changes in the transcription of the osmotic stress, glycerol metabolism, and oxidative stress genes were not observed (Table S4). 

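In untreated Δ*gfdB* few members of the study's lists differ from THS30. None of the 9 genes of HOG and phosphorelay signalling is called, with *pbsA* at 0.05 and *hogA* at 0.26; of 16 osmotic stress genes 1 is lower, *gfdB*, and of 33 oxidative stress genes 1 is higher, *catA*. Of 9 glycerol metabolism genes 2 are lower, the deleted *gfdB* itself and *mfsA*. These counts are the same adjusted over the list alone.

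Of 26 oxidative phosphorylation genes of Table S3, 3 fell and 1 rose at any fold, and of 36 mitochondrial ribosome genes 1 fell. Of the first 36 of each longer list, 4 mitotic cell cycle genes, 2 DNA replication genes and 4 DNA repair genes fell, with 1, 1 and 0 risen; 2 of 34 translation genes fell, and 9 of 24 proteasome genes. Of 15 proteasome subunits named by symbol 7 fell at any fold, *pup1* (−0.36) and *pre1* (−0.32) the most. The Table S3 members were chosen by the study on THS30 sorbitol libraries, and its own strain comparison was not analysed here as gene sets.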

### 3.3. Expression of A. nidulans gfdB Substantially Disturbed the Physiology of A. wentii

The applied stress treatments resulted in the upregulation of 3482 and the downregulation of 2250 genes in the *A. wentii* CBS141173 reference strain (Figure 6a). 

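In CBS141173 the largest change of a gene on the study's lists is that of ASPWEDRAFT_35932, a glycerol metabolism orthologue, which rose by 7.36 after sorbitol, 11.23 after NaCl and 6.22 after the combined NaCl + sorbitol treatment. The catalase orthologue ASPWEDRAFT_116154 rose by 5.86, 4.12 and 1.52, and the proton pump orthologue ASPWEDRAFT_114988 (*pmaA*) by 1.86 and 2.69 after the single stressors. The *srrA* orthologue ASPWEDRAFT_202686, a response regulator gene, fell to −1.32, −3.15 and −1.58. Beyond the lists ASPWEDRAFT_538993 rose by 8.01 after sorbitol, and ASPWEDRAFT_39532 fell to −7.62, −5.78 and −10.01.

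With edgeR's quasi-likelihood test 1858 genes are up and 1006 down after sorbitol, 2168 and 1708 after NaCl and 1118 and 955 after the combination, 3155 up and 2400 down in at least 1 treatment. Without overlap of the libraries are 1654 and 943, 2102 and 1662, and 1080 and 923. Without TMM scaling the median after sorbitol moves by 0.15 and the calls are 2157 up and 720 down.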

The large overlap between the stress responsive gene sets of the sorbitol and NaCl treatments (Figure 6a), as well as the high correlation coefficient (Figure 6c) between the genome-wide transcriptional changes elicited by these two treatments showed that the sorbitol and NaCl stress responses were similar. 

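Among the study's genes raised in CBS141173 by both single stressors, the glycerol metabolism orthologues ASPWEDRAFT_174802 (3.17 after sorbitol, 4.47 after NaCl), ASPWEDRAFT_534313 (3.77, 5.07) and ASPWEDRAFT_104176 (3.38, 3.19) moved alike; ASPWEDRAFT_53567 of the oxidative stress orthologues fell after both (−1.93, −3.73).

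Up after both are 1278 genes (46.5% of those up after either, 363.1 for independent sets) and down after both 686 (33.8%, 154.9). The log2 fold changes have r = 0.76 and a covariance of 1.28, where the shared untreated libraries alone give 0.497 and 0.0734 in simulated sets. Part of the excess overlap may come from these shared controls.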

Again, the combined stress caused smaller transcriptional changes relative to the single stressor treatments (Figure 6a). 

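Under the combined NaCl + sorbitol treatment several genes raised by the single stressors in CBS141173 moved less: ASPWEDRAFT_35932, with the largest rise of the genes on the lists, still has 6.22 and ASPWEDRAFT_116154 1.52, while ASPWEDRAFT_174802 has 0.51, ASPWEDRAFT_534313 −0.32 and ASPWEDRAFT_104176 0.36. Some rose in the combination, such as the *pmaA* orthologue ASPWEDRAFT_173501 (1.25), which has 0.10 and 0.29 for sorbitol and NaCl.

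The median absolute log2 change is 0.617 after sorbitol, 0.737 after NaCl and 0.533 after the combination. The combination shares 594 genes up and 431 down with sorbitol (187.2 and 86.6 for independent sets) and 492 and 490 with NaCl (218.5 and 147.0), and has 407 up and 372 down of its own; all 3 share 375 and 338. Its log2 fold changes have r = 0.55 with sorbitol and 0.479 with NaCl, with 0.489 and 0.490 simulated from the shared untreated libraries alone. The covariances are 0.674 and 0.695, against 0.0728 and 0.0732 simulated from those libraries alone. Part of the excess overlap may come from the shared controls.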

According to the gene set enrichment analyses, DNA repair and amino acid metabolism genes were enriched in the downregulated genes, while transporter genes were enriched in the upregulated gene sets, irrespectively of the applied treatments (Figure 7, Table S3). The ribosome biogenesis and translation genes were enriched in the downregulated gene sets, while the amino acid and fatty acid degradation genes, the fructose–mannose metabolism genes, and genes involved in secondary metabolism were enriched in the upregulated gene sets after sorbitol and NaCl treatments (Figure 7, Table S3). 

In line with the growth profile of the cultures (Figure 1b), DNA replication and the cell cycle genes showed bulk downregulation only in the NaCl treated cultures (Figure 7, Table S3). The mitochondrion function genes, which were upregulated by all osmotic stress treatments in *A. nidulans* THS30 (Figure 4, Table S3),were enriched in the downregulated gene set after the growth-promoting sorbitol treatment in *A. wentii* CBS141173 (Figure 4, Table S3). 

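In CBS141173 these orthologues of core HOG genes are not called after the single stressors: the *pbsA* orthologue ASPWEDRAFT_51084 has −0.10 after sorbitol and −0.10 after NaCl, the *hogA* orthologues ASPWEDRAFT_111477 0.10 and −0.36 and ASPWEDRAFT_41261 −0.72 and 0.69, and the *ptpA* orthologue ASPWEDRAFT_53169 0.27 and 0.05. Of 23 osmotic stress orthologues tested 4 are up and 1 down after sorbitol, 5 and 3 after NaCl and 2 and 4 after the combined NaCl + sorbitol treatment. These include the glycerol phosphatase orthologue ASPWEDRAFT_673647, up after NaCl (1.92).

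Fisher's exact test, with Benjamini-Hochberg over 3 lists, gives an adjusted p of 0.553, 0.499 and 0.689 for the genes up; adjusted over the list alone the counts are the same. The median of the list after NaCl is 0.00, and 0.05 without TMM scaling.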

The orthologues of *A. nidulans* “osmotic stress genes” did not indicate an obvious upregulation in *A. wentii* as was shown in *A. nidulans* (Table S4). However, some genes showed strong upregulation after both sorbitol and NaCl treatments: besides *gfdA* (Table S4, Figure 2d), these included the *atfA* b-ZIP transcription factor gene orthologue ASPWEDRAFT_37015 and the *ypdA* phosphotransfer regulatory protein gene orthologue ASPWEDRAFT_99233 (Table S4). 

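ASPWEDRAFT_37015, the *atfA* orthologue for a bZIP transcription factor, rose in CBS141173 by 2.65 (SE 0.23) after sorbitol and 3.41 (SE 0.24) after NaCl, with 0.28 in the combined NaCl + sorbitol treatment. The *ypdA* orthologue ASPWEDRAFT_99233, for a phosphotransfer protein, rose by 2.72 (SE 0.26), 3.20 (SE 0.27) and 1.38 (SE 0.25). In ′c *gfdB* they rose by 1.63 and 2.83, and 2.13 and 2.78, under the single stressors.

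The Benjamini-Hochberg adjusted p of edgeR's quasi-likelihood test in CBS141173 is 9.15e-08 and 1.83e-09 for ASPWEDRAFT_37015, and 2.83e-07, 1.75e-08 and 0.000523 for ASPWEDRAFT_99233.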

As in *A. nidulans*, some of the antioxidative enzyme genes were upregulated in the sorbitol or NaCl treated cultures of *A. wentii* CBS141173 (Table S4). 

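In CBS141173 ASPWEDRAFT_53830, a catalase orthologue, rose by 3.09 (SE 0.44) after sorbitol and 2.50 (SE 0.43) after NaCl, and ASPWEDRAFT_235979, the orthologue of the cytochrome c peroxidase gene *ccp1*, by 1.74 (SE 0.43) and 1.31 (SE 0.43). ASPWEDRAFT_48635, of the catalases too, rose after sorbitol (1.41, SE 0.36) and has 0.88 after NaCl. ASPWEDRAFT_506345, for a putative superoxide dismutase, rose in all 3 treatments, by 1.30, 1.01 and 1.23; in ′c *gfdB* it fell after sorbitol (−1.09).

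Of 44 oxidative stress orthologues tested 9 are up and 1 down after sorbitol, 9 and 2 after NaCl and 4 and 4 after the combined NaCl + sorbitol treatment (adjusted p = 0.467, 0.499 and 0.689 for the genes up, Fisher's exact test); adjusted over the list alone the NaCl count is 7 and 2. The thioredoxin orthologue ASPWEDRAFT_139887 rose in all 3, by 2.80, 1.81 and 2.03. The sorbitol median of the list turns from −0.09 to 0.06 without TMM scaling.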

Among the upregulated genes, ASPWEDRAFT_506345 (putatively encoding a superoxide dismutase), ASPWEDRAFT_48635 and ASPWEDRAFT_53830 (putatively encoding catalases), as well as ASPWEDRAFT_235979 (putatively encoding a cytochrome c peroxidase) are notable (Table S4).

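The glycerol metabolism orthologue ASPWEDRAFT_35932 rose in ′c *gfdB* too, by 7.58 after sorbitol, 7.96 after NaCl and 3.62 after the combined NaCl + sorbitol treatment, and ASPWEDRAFT_174802 by 3.43 and 4.71. The catalase orthologues ASPWEDRAFT_53830 (2.05, 3.46) and ASPWEDRAFT_116154 (2.05, 3.99) rose after the single stressors. Of 31 glycerol metabolism orthologues tested 12 are up and 2 down after sorbitol, 12 and 1 after NaCl and 5 and 3 after the combination (adjusted p = 0.000316, 0.0292 and 0.478 for the genes up, Fisher's exact test, for the single stressors adjusted p = 0.232 and 0.222 with an estimated correlation).

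Of 23 osmotic stress orthologues 4, 5 and 1 are up and 4, 1 and 4 down (adjusted p = 0.28, 0.702 and 0.924), and of 44 oxidative stress orthologues 7, 6 and 6 up (0.28, 0.879 and 0.478); adjusted over the list alone all these counts stay. With edgeR's quasi-likelihood test 1299 genes are up and 1027 down after sorbitol, 2148 and 928 after NaCl and 1172 and 977 after the combination, 3025 up and 1949 down in at least 1. Without overlap are 1281 and 1024, 1868 and 911, and 1153 and 968. Without TMM scaling the median in the combination moves by −0.12, with 940 up and 1232 down.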

Expression of the *An-gfdB* gene in *A. wentii* did not substantially alter the number of stress responsive genes: 3309 showed upregulation, and 1891 showed downregulation (Figure 6b). Their distribution among the treatments showed a more or less similar pattern to that found in the reference strain (Figure 6b). 

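In ′c *gfdB* the genes shared by the single stressors include the *atfA* and *ypdA* orthologues, the *pmaA* orthologue ASPWEDRAFT_114988 (1.11 after sorbitol, 2.40 after NaCl) and the glycerol orthologue ASPWEDRAFT_22248 (1.84, 3.37). In the combined NaCl + sorbitol treatment ASPWEDRAFT_114988 fell (−1.13) and so did the glycerol orthologue ASPWEDRAFT_534313 (−2.80), which had risen by 1.85 and 4.25.

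Sorbitol and NaCl share 886 genes up (34.6% of those up in either, 251.5 for independent sets) and 387 down (24.7%, 85.9), sorbitol and the combination 638 (34.8%, 137.2) and 578 (40.5%, 90.4), NaCl and the combination 379 (12.9%, 226.9) and 220 (13.1%, 81.7), and all 3 share 309 and 202; 1192 are up and 523 down under NaCl alone. The log2 fold changes have r = 0.69, 0.714 and 0.285 in that order, with 0.495, 0.484 and 0.488 simulated from the shared untreated libraries alone. The covariances are 0.912, 0.771 and 0.368, against 0.0769, 0.0767 and 0.0768 simulated from those libraries alone. Part of the excess overlap may come from the shared controls. The NaCl libraries of this strain stand apart from each other, replicate 1 most.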

The overlap between the stress responsive gene sets in the three treatments and the pairwise correlation between the three transcriptional changes showed some decrease in the mutant relative to the reference strain, but they were still substantial (Figure 6). In view of the results of the gene set enrichment analyses, the three stress responses of the *A. wentii* ′c *gfdB* mutant strain were also more or less similar: cell cycle, DNA replication, DNA repair, ribosome biogenesis, protein degradation genes were enriched in the downregulated gene sets, while biotin and fatty acid biosynthesis, as well as transporter genes, were enriched in the upregulated gene sets (Figure S5 and Table S3). The fructose–mannose metabolism genes and secondary metabolism genes were enriched in the upregulated gene sets of the sorbitol and NaCl treated cultures, while the mitochondrial function genes were only enriched in the upregulated gene set of the NaCl + sorbitol treated cultures (Figure S5 and Table S3). 

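Untreated ′c *gfdB* and CBS141173 differ in genes of the study's lists such as the *hogA* orthologue ASPWEDRAFT_41261 (−1.85), the trehalose synthesis orthologue ASPWEDRAFT_99274 (−1.07), the glycerol orthologue ASPWEDRAFT_53485 (−3.40) and ASPWEDRAFT_53567 of the oxidative list (−2.99), all lower in ′c *gfdB*; ASPWEDRAFT_104112 (1.89) of the oxidative list and the *tpxB* orthologue ASPWEDRAFT_167024 (1.68), for a peroxiredoxin, are higher. Of 23 osmotic stress orthologues 1 is higher and 2 lower, of 31 glycerol orthologues 0 and 1 (ASPWEDRAFT_53485), and of 44 oxidative ones 2 and 3; adjusted over the list alone the osmotic count is 1 and 1.

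The median absolute log2 difference between the untreated strains is 0.425 in *A. wentii*, and 15.4% of the genes tested are called by edgeR's quasi-likelihood test.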

Direct comparison of the transcriptomes of the *An-gfdB* expressing mutant and the reference strain of *A. wentii*, under untreated conditions, revealed much bigger differences (Figure 8a) than those found in the case of *A. nidulans* (Figure 5a). 

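Named genes respond alike in the *A. wentii* strains or apart: under NaCl the glycerol orthologue ASPWEDRAFT_174802 has an interaction of strain and treatment of 0.24 and the *ypdA* orthologue ASPWEDRAFT_99233 of −0.42, while the *srrA* orthologue ASPWEDRAFT_202686 has 2.03. Under sorbitol the catalase orthologue ASPWEDRAFT_116154 responded less in ′c *gfdB* (−3.81), and so did the glycerol orthologue ASPWEDRAFT_104176 (−3.01) and the *ptpA* orthologue ASPWEDRAFT_53169 (−1.60).

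Up in both *A. wentii* strains are 724 genes after sorbitol (29.8% of those up in either, 217.6 for independent sets), 1332 after NaCl (44.6%, 419.8) and 527 after the combined NaCl + sorbitol treatment (29.9%, 118.1), and down 341 (20.2%, 93.1), 531 (25.2%, 142.9) and 406 (26.6%, 84.1). The log2 fold changes of the strains, which share no library, have r = 0.552, 0.607 and 0.599 in *A. wentii* and 0.89, 0.94 and 0.852 in *A. nidulans*, with covariances of 0.694, 1.08 and 0.631 against 1.13, 1.78 and 0.54. The biological coefficient of variation is 0.287 in *A. wentii* and 0.127 in *A. nidulans*, which bears on both measures.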

The overlap between the upregulated or downregulated gene sets of the mutant and the reference strain found in each treatment, as well as the correlation between the transcriptional changes of the two strains caused by the same treatment, were also smaller in *A. wentii* (Figures S4 and S5) than in *A. nidulans* (Figures S2 and S3). The expression of the *gfdB* gene in *A. wentii* caused bigger alteration in the genome-wide transcription profiles than did the deletion of this gene in *A. nidulans*. This is in line with the observation that the expression of *gfdB* significantly reduced the growth of *A. wentii* (Figure 1b), while the deletion of this gene had no significant effect on the growth in *A. nidulans* (Figure 1a).

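Under sorbitol the peroxidase orthologue ASPWEDRAFT_54185 (−4.14), the glycerol orthologue ASPWEDRAFT_112163 (−2.78) and the thioredoxin orthologue ASPWEDRAFT_139887 (−2.26) are lower in ′c *gfdB*, and the proton pump orthologue ASPWEDRAFT_173501 (1.47) is higher. In *A. nidulans* the largest named differences under sorbitol, apart from the deleted gene, are *rodA* (3.97), *tmpL* (3.54) and *agsA* (2.84), all higher in Δ*gfdB*.

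Called between the strains by edgeR's quasi-likelihood test are 22.98% of the genes tested in *A. wentii* and 4.31% in *A. nidulans* under sorbitol, 12.62% and 2.26% under NaCl, and 10.15% and 1.99% in the combined NaCl + sorbitol treatment. The interactions take up 8.82% and 2.05%, 10.4% and 0.66%, and 2.53% and 0.34%. With only the groups compared NaCl gives 1.75% in *A. wentii* and 1.99% in *A. nidulans* between the strains. With 1 library left out the sorbitol interaction runs from 4.65% to 15.7% in *A. wentii* and from 1.11% to 4.73% in *A. nidulans*. The interactions for NaCl and the combination move in both species as well. These shares set an added gene in *A. wentii* beside a deleted gene in *A. nidulans*, in species of unequal replicate spread, and are not a test of the species against each other. From the comparison of untreated cultures, the overlaps of the stress responses and their correlations between the strains the paper concludes that *gfdB* expression altered the *A. wentii* transcriptome more than the loss of *gfdB* altered that of *A. nidulans*.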

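The largest differences between untreated ′c *gfdB* and CBS141173 lie in genes without a name: ASPWEDRAFT_162198 (5.37) and ASPWEDRAFT_186729 (4.83) are higher in ′c *gfdB*, ASPWEDRAFT_44804 (−8.08) and ASPWEDRAFT_168039 (−7.78) lower. Among the RT-qPCR genes ASPWEDRAFT_165285 is higher (2.98), and ASPWEDRAFT_166217 (−2.35) and ASPWEDRAFT_33357 (−2.31) are lower. The *nikA* orthologue ASPWEDRAFT_112101, a histidine kinase gene, is higher (1.11).

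By edgeR's quasi-likelihood test 548 genes are up and 1161 down in untreated ′c *gfdB*, 542 and 1146 of them with no overlap of the libraries. In the stresses the counts are 868 and 1681 (sorbitol), 647 and 753 (NaCl) and 386 and 740 (combined NaCl + sorbitol treatment). Leaving out TMM scaling moves the medians by −0.19 under sorbitol and −0.15 in the combination, with 621 up and 2168 down, and 284 and 943. With only the groups compared NaCl has 53 and 141.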

Expression of the *An-gfdB* gene in *A. wentii* resulted in the upregulation of 649 genes and the downregulation of 1190 genes under untreated conditions relative to the reference strain (Figure 8a, Table S5). Genes that showed upregulation in at least one stress treatment in the CBS141173 reference strain were significantly enriched in the upregulated gene set (375 genes out of the 649 genes), while genes that showed downregulation in at least one stress treatment in the reference strain were significantly enriched in the downregulated gene set (541 genes out of the 1190 genes) (Figure 8a, Table S5). 

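Genes both higher in untreated ′c *gfdB* and raised by stress in CBS141173 include ASPWEDRAFT_104112 of the oxidative stress orthologues (1.04 after sorbitol) and the RT-qPCR genes ASPWEDRAFT_165285 (2.85 after sorbitol, 3.28 after NaCl) and ASPWEDRAFT_121910 (1.33 between the strains, 1.26 in the combined NaCl + sorbitol treatment). Among those lower in ′c *gfdB* and lowered by stress are ASPWEDRAFT_189665 (−1.25 between the strains, −1.77 after NaCl) and the trehalose orthologue ASPWEDRAFT_99274 (−1.37 after NaCl).

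Of the 548 higher genes 311 (56.8%) are up in a stress, against 28.4% of all genes tested and 155.8 for independent sets (Fisher's exact test, p = 8.51e-46), and of the 1161 lower ones 549 (47.3%) are down, against 21.6% and 251.2 (p = 4.65e-95). The untreated CBS141173 libraries serve both comparisons, and part of the excess may come from the shared controls.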

The genome-wide transcriptional changes induced by *gfdB* gene expression showed some positive correlation with the treatment-elicited transcriptional changes of the reference strain (Figure 6c). 

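ASPWEDRAFT_53567, lower in untreated ′c *gfdB*, also fell in CBS141173 in all 3 treatments, to −2.63 in the combined NaCl + sorbitol treatment; ASPWEDRAFT_25743, at −6.84 between the strains, fell to −4.60 after sorbitol and −6.23 after NaCl, and ASPWEDRAFT_166217 runs against this, lower in ′c *gfdB* and raised by sorbitol (1.43).

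Over all genes tested the strain difference correlates with the CBS141173 response to sorbitol at r = 0.176, to NaCl at 0.337 and to the combination at 0.239. The shared untreated libraries alone give r = 0.496, 0.488 and 0.485 in simulated sets, with covariances of 0.0736, 0.0727 and 0.0727. Here these are 0.229, 0.518 and 0.266, so the shared controls give a part of the covariance.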

Regarding the results of the gene set enrichment analyses, the secondary metabolism genes and biotin metabolism genes were enriched in the downregulated gene set, while the DNA repair and transporter genes were enriched in the upregulated gene set under untreated conditions when the transcriptomes of the ′c *gfdB* mutant and the CBS141173 reference strain were compared (Figure 8b).

## 4. Discussion

### 4.1. A. nidulans THS30 Showed Canonic Hyperosmotic Stress Response under Sorbitol or NaCl Stress

*A. nidulans* THS30 is an osmotolerant, but not an osmophilic, strain [22]. Consequently, both sorbitol and NaCl reduced its growth (Figure 1a), which was accompanied by the downregulation of the mitotic cell cycle, DNA replication, and the translation genes (Figure 4, Table S3) and the upregulation of several genes characteristic for hyperosmotic stress, including elements of the high-osmolarity glycerol (HOG) map kinase pathway (*pbsA*, *hogA*, *ptpA*, *atfA*) [39,43], as well as glycerol (*gfdB*) [48] and trehalose (*tpsA*, *orlA*, *treB*) [49,50] metabolism genes in both treatments (Figure 4, Tables S3 and S4). Moreover, the upregulation of transporter and protein folding genes, transcriptional alterations in the developmental process (conidiogenesis, sexual reproduction) genes (Figure 4, Table S3) are not unexpected under hyperosmotic stress [13,29,30,51,52,53]. 

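In THS30 the HOG kinase gene *hogA* rose after NaCl with a Benjamini-Hochberg adjusted p of 2.66e-11 by edgeR's quasi-likelihood test, and *pbsA* with 8.04e-14. Among the genes of DNA repair with a symbol, *msh3* has −2.05 after NaCl and −1.19 in the combined NaCl + sorbitol treatment, the kinase gene *atmA* −1.81, −2.04 and −0.78 in the order sorbitol, NaCl, combination, and *akuA*, of DNA end joining, −1.54, −0.18 and −1.75. The GINS gene *psf2* of DNA replication has −0.51, −0.21 and −0.40, and the translation gene *tif35* −0.19, −0.60 and −0.42. The repair genes here were named because their changes were among the largest, so they were chosen after their values were seen.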

The activation of DNA repair, protein degradation processes, and autophagy are common elements of responses to significant stresses [54,55]. Their downregulation under osmotic stress (observed after sorbitol, in part after NaCl, and also after the combined NaCl + sorbitol stress treatments (Figure 4, Table S3) is unexpected, and elucidating their importance requires further investigations. Nevertheless, these changes suggest that the applied treatments were not significant for *A. nidulans* THS30, which is in line with the good osmotolerance of the strain [22].

### 4.2. The Combination of Sorbitol and NaCl Stress Treatments Was Antagonistic

Surprisingly, the stress response to the combined NaCl + sorbitol treatment was much weaker than when NaCl or sorbitol was applied alone to the *A. nidulans* THS30 cultures (Figure 1a and Figure 2a). 

No growth reduction (Figure 1a) and no upregulation of “osmotic stress specific genes” (but with *sskA* encoding a response regulator of the HOG pathway [40]) were observed (Figure 4, Tables S3 and S4). 

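*sskA*, the response regulator gene of the HOG pathway, rose by 1.11 (SE 0.16) in THS30 under the combined NaCl + sorbitol treatment and is the only osmotic stress gene past 2-fold there; it has 0.71 after sorbitol and −0.32 after NaCl. In Δ*gfdB* it rose by 1.35 (SE 0.16) in the combination and by 1.5 after sorbitol, and has −0.17 after NaCl.

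The adjusted p for the combination, by edgeR's quasi-likelihood test with Benjamini-Hochberg, is 5.76e-06 in THS30 and 5.5e-07 in Δ*gfdB*.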

The three other strains studied also showed a weak stress response under the combined NaCl + sorbitol treatment relative to that of the single stressor treatments (Figure 1, Figure 3 and Figure 6). Both sorbitol and Na^+^, as osmotically active compounds [19], cause hyperosmotic stress at high concentrations. Cells usually protect themselves against the high osmolarity of the environment by synthetizing osmolytes and/or taking up such compounds from the environment [21,29,30]. Sorbitol and NaCl are kosmotropes (compounds that stabilize the structure of macromolecules) [19], and Na^+^ is also toxic at high concentrations [30,56]. In *S. cerevisiae*, Na^+^ inhibits the Hal2 nucleotidase involved in sulfate assimilation [57] and over-activate the Gcn2-Gcn4 system regulating amino acid metabolism [30]. As an explanation for the antagonistic interaction between sorbitol and NaCl, it is hypothesized that Na^+^ ions reduced the osmotic gradient by entering the cells in a rapid and uncontrolled manner [58], while sorbitol, which also entered the cells (taken up by the cells), but more slowly than Na^+^, somehow protected proteins from Na^+^ toxicity. (During sorbitol treatment, because of the slow sorbitol uptake, the osmotic gradient did not decrease fast enough for efficient protection, while under NaCl stress, although the quick Na^+^ influx decreased the osmotic gradient substantially, cells were exposed to high Na^+^ toxicity.) In line with our hypothesis, de Vries et al. [21] showed that osmotic stress-sensitive Δ*gldB A. nidulans* mutants were able to compensate for NaCl stress by taking up extracellularly added polyols (glycerol, erythritol, arabitol, mannitol), while de Lima Alves et al. [19] experimentally demonstrated that kosmotropic compounds (including sorbitol) can neutralize the effect of chaotropic agents in in vitro agar-gelation assays.

### 4.3. The Responses of A. wentii CBS141173 to Sorbitol and NaCl Were Not Canonic Hyperosmotic Stress Responses

*A. wentii* CBS141173 is an osmophilic strain [19,22,28]. As mentioned above, it grew better in the presence of 1 M sorbitol or 2 M NaCl on agar plates than without these additives [28]. In our experiments, sorbitol treatment increased growth as it was expected (Figure 4a), however NaCl treatment decreased it (Figure 4a). This growth reduction may be explained by the toxicity of Na^+^ [30,56], which may have been more pronounced in submerged than in surface cultures. In line with the osmophilic nature of *A. wentii*, the observed responses were not canonic hyperosmotic stress responses. 

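In CBS141173 the trehalose synthesis orthologues ASPWEDRAFT_173702 and ASPWEDRAFT_99274 have −0.47 and −0.62 after sorbitol, ASPWEDRAFT_173702 fell after NaCl (−1.39) and in the combined NaCl + sorbitol treatment (−1.48), and ASPWEDRAFT_111742 has 0.46, −0.44 and 0.13. The neutral trehalase orthologue ASPWEDRAFT_33761 has 0.69, 0.90 and 0.69, all under 2-fold, and the *ptpA* orthologue ASPWEDRAFT_53169 fell in the combination (−1.57). Of 31 glycerol metabolism orthologues tested 16 are up and 1 down after sorbitol, 16 and 0 after NaCl, and 10 and 0 after the combination, also when adjusted over the list alone; ASPWEDRAFT_110586 rose by 5.05 and 4.51 after the single stressors and ASPWEDRAFT_134254 by 1.72, 2.79 and 1.78.

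By Fisher's exact test the glycerol orthologues have an adjusted p of 2.58e-05, 0.000192 and 0.00191, and adjusted p = 0.0838, 0.128 and 0.243 with an estimated correlation. All orthologues of the supplement's list were used, since its marks of best hits were not available; several *A. wentii* genes can stand for 1 *A. nidulans* gene.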

Bulk upregulation of orthologues of *A. nidulans* HOG pathway genes (e.g., upregulation of *pbsA*, *ptpA*, *hogA* orthologues), trehalose biosynthesis genes, or glycerol metabolism genes (Table S4) were not observed. Mitochondrial functions were downregulated by sorbitol treatment in *A. wentii* (Figure 7, Table S3), while it was upregulated in *A. nidulans* (Figure 4, Table S3). Bulk downregulation of mitotic cell cycle, and DNA replication genes were observed only in *A. nidulans* (Figure 4, Table S3), but not in *A. wentii* (Figure 7, Table S3).

### 4.4. GfdB–Easier to Lose Than to Get Back

In *A. nidulans*, glycerol is synthetized by either the glycerol-3-phosphate (GfdA/GfdB) pathway (dihydroxyacetone-phosphate → glycerol-3-phosphate → glycerol) or the dihydroxyacetone (NADP-specific glycerol dehydrogenase) pathway (dihydroxyacetone-phosphate → dihydroxyacetone → glycerol). Although both pathways were active during the NaCl-elicited early stress response [48], the phenotype of the gene deletion mutants showed the dominance of the dihydroxyacetone pathway [21]. Importantly, in stress adapted cultures, only the glycerol-3-phosphate pathway was found to be crucial [48]. Fillinger et al. [25] also revealed that GfdA is responsible for almost the entire extent of NAD-specific glycerol-3-phosphate dehydrogenase activity at normal osmolarity [25]. The strong upregulation of *gfdB* under both sorbitol and NaCl stress treatments (Figure 2, Table S4) demonstrates that this gene (and as a consequence, the glycerol-3-phosphate pathway) was important in the adaptation to increased osmolarity. Interestingly, the deletion of *gfdB* resulted in minor changes in the stress responses (Figure 3), growth (Figure 1), and osmotic stress tolerance [24] of *A. nidulans*. This phenotype may be explained by the complexity of glycerol metabolism: in the absence of GfdB, both GfdA and the NADP-specific glycerol dehydrogenase pathway can provide enough glycerol for osmoadaptation. Moreover, the deletion of *gfdB* in *A. nidulans* THS30 resulted in transcriptional changes, with some similarity to those elicited by hyperosmotic stress (Figure 3c). These changes may prepare the mutant to adapt more easily to hyperosmotic stress, which may also explain the unchanged osmotolerance of the Δ*gfdB* strain. These properties of the *A. nidulans* Δ*gfdB* strain suggest that mutants with GfdB deficiency are not necessarily under strong selection pressure caused by the impaired osmoregulation. Nevertheless, the *A. nidulans* Δ*gfdB* strains possessed elevated oxidative stress sensitivity [24], demonstrating that losing *gfdB* does have negative consequences, which may stabilize the presence of this gene in the genome. 

The expression of *An-gfdB* in *A. wentii* did not eliminate the osmophily of this species, according to the growth pattern of the mutant: the presence of *An-gfdB* decreased growth both under high and normal osmolarity and did not prevent the growth-eliciting effect of sorbitol (Figure 1b). Previous studies using agar plate cultures also showed that although expression of *An-gfdB* decreased the growth-promoting properties of the sorbitol and NaCl treatments, the mutant strains did not grow better than the reference strain under low osmolarity [28]. Nevertheless, the presence of GfdB disturbed the physiology of this species. 

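Single untreated libraries of the 2 *A. wentii* strains correlate at a mean of 0.9418, and those of the *A. nidulans* strains at 0.9806. Under sorbitol the values are 0.9097 and 0.9774, under NaCl 0.9271 and 0.9829, and in the combined NaCl + sorbitol treatment 0.9567 and 0.9869. Replicates within ′c *gfdB* under NaCl correlate at 0.9269, so the strain value there is no lower than their own spread gives. Within CBS141173 under sorbitol the replicates have 0.9429, and untreated ones 0.9818 in CBS141173 and 0.9917 in ′c *gfdB*. Untreated Δ*gfdB* replicates have 0.9784. With such unequal replicate spread the strain values are not a test of the species against each other. Genes that set the *A. wentii* strains apart in every condition include ASPWEDRAFT_73422, lower in ′c *gfdB* to −7.54 untreated, −7.50 under sorbitol, −6.24 under NaCl and −5.83 in the combination, and ASPWEDRAFT_51804, higher by 4.71, 4.27, 3.48 and 3.34 in the same order. In *A. nidulans* AN8981 is higher in Δ*gfdB* in all 4 conditions (3.21, 4.20, 4.03 and 3.70).

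The median absolute log2 difference between the strains under sorbitol, NaCl and the combination is 0.554, 0.424 and 0.384 in *A. wentii*.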

The transcriptome of the *A. wentii* ′c *gfdB* mutant differed more from the CBS141173 reference strain (Figure 8a and Figure S1) than did that of the *A. nidulans* Δ*gfdB* mutant from the THS30 strain (Figure 5a and Figure S1). The genome-wide transcriptional responses of the mutant and the wild type strains elicited by the high osmolarity treatments differed more and correlated less in the case of *A. wentii* (Figure 6c and Figure S4) than in *A. nidulans* (Figure 3c and Figure S2). These changes may be the consequences of the improper regulation of *gfdB* (Figure 2c) caused by either the inappropriate recognition of the *A. nidulans* promoter in *A. wentii* and/or the epigenetic environment of the gene insertion site. 

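Genes that passed the threshold in opposite directions in the 2 strains after the same treatment number 31 (sorbitol), 87 (NaCl) and 13 (combined NaCl + sorbitol treatment) in *A. wentii*, among them the superoxide dismutase orthologue ASPWEDRAFT_506345 under sorbitol, and 1, 4 and 0 in *A. nidulans*. Called in a single strain are 2998, 3052 and 2330 genes in *A. wentii*, of which 709, 822 and 206 also pass the interaction test, and 1425, 1284 and 1009 in *A. nidulans*, of which 105, 30 and 20 do. The glycerol orthologue ASPWEDRAFT_112163 shows such a difference, falling in ′c *gfdB* after sorbitol (−2.35) with 1.75 in CBS141173 and an interaction of −4.11; ASPWEDRAFT_169781 of the oxidative stress orthologues rose in ′c *gfdB* (4.24, interaction 3.01).

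By edgeR's quasi-likelihood test the interactions hold 432 genes up and 546 down for sorbitol, 802 and 352 for NaCl and 281 in all, 98 of them down, for the combination in *A. wentii*. Without TMM scaling sorbitol has 317 and 749, and the combination 137 and 151. For the combination, fitting only the groups compared gives 560 up and 368 down, and DESeq2 359 and 184. Without ′c *gfdB* NaCl replicate 1 the NaCl interaction has 781 genes, and the sorbitol count also moves when a single library is left out.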

The changes in *gfdB* transcription may have resulted in glycerol-3-phosphate dehydrogenase activities in excess of what is required. Our data for the ′c *gfdB* strain suggest that after evolutionary adaptation to the loss of GfdB, any processes that increase Gfd activity in excess (e.g., duplication of *gfdA* or horizontal gene transfer of a *gfdB* gene) can be disadvantageous. However, the question regarding whether the loss of *gfdB* was followed by the development of the osmophilic property of the species or vice versa remains unanswered. Glycerol is needed for various biosynthetic processes (e.g., phospholipid biosynthesis), to regulate intracellular osmotic concentration and even to maintain the appropriate redox milieu [29]. Under conditions when the osmolarity of the environment can change frequently, a fine-tuning of glycerol synthesis can be essential, which may create a need for complex glycerol metabolism, including two different glycerol biosynthesis pathways [25,48] and two differently regulated glycerol-3-phosphate dehydrogenase genes [24]. Under continuously high osmolarity (an unchanging environment), the cost of this complexity may offset its reduced benefits. Therefore, we assume that the lack of the *gfdB* gene in some *Aspergillus* species, like *A. wentii*, is most likely not the cause of osmophily, but rather the consequence of the adaptation to an environment where the osmolarity is constantly high. 

Although the biotechnological application of xerophilic/osmophilic species within the family *Aspergillaceae* and their valuable enzymes and secondary metabolites is dynamically expanding [59,60,61,62], the mechanism of their adaptation to high osmolarity has been studied in detail in only a few species, including *Aspergillus ruber* [1], *Xeromyces bisporus* [63], and *Aspergillus sydowii* [64]. *A. wentii* is a good lipase [65], a valuable competitive solute (glycerol, erythritol, mannitol; [19]), and an antioxidant [66] producer fungus, with possible future applications in biodiesel production [67]. Furthermore, *A. wentii* is also a mycotoxigenic (e.g., emodin; [68]) and a potential opportunistic human pathogenic [69] mold. Hopefully, this comparative transcriptomics study will help experts working on either the further development of *A. wentii* as a promising future workhorse in the fermentation industry, or on the control of its disadvantageous mycotoxin production and pathogenicity under both normal and high osmolarity conditions.

Manipulating the stress tolerance of fungi is an effective way to increase their applicability in industry. Deletion or overexpression of some of their own genes, or heterologous expression of foreign genes, are routinely used tools to improve their stress tolerance attributes. Our results show that these approaches can sometimes be challenging. Because of the flexibility of their cellular regulatory network, fungi can often easily compensate for the loss of a single stress-response gene. On the other hand, the heterologous expression of a new gene, with its own promoter, may be more detrimental than expected when the fungi hosting the gene are unable to regulate it properly. Therefore, a deeper understanding of the stress adaptation processes and the physiological consequences of these genetic manipulations is crucially important in designing and constructing higher-performing mutants. In summary, the identification of genes that potentially enhance stress tolerance and the introduction of these genes into the genome of the host organism, as well as the selection of promoters with appropriate binding sites for the regulatory elements required for the optimal functioning of the foreign gene, are equally important for successful strain development. Future *A. wentii* strain improvements should therefore include the selection of appropriate *A. wentii* promoter and terminator sequences for the constitutive expression of the *A. nidulans gfdB* gene [28].

## Figures and Tables

**Figure 1:**
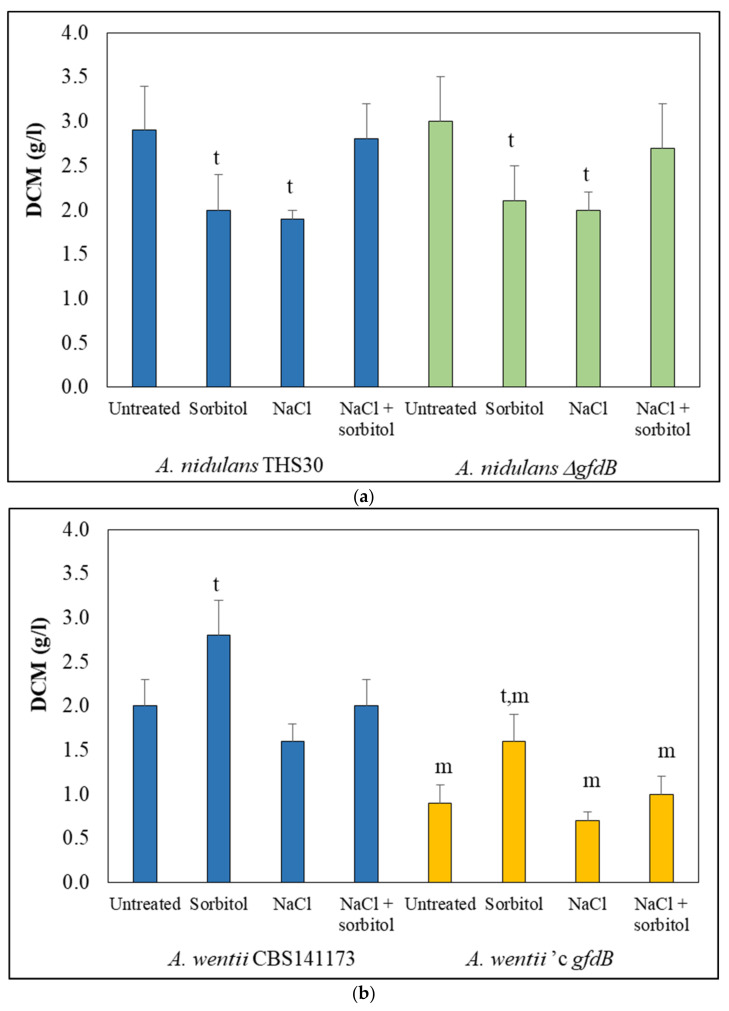
Effects of stress treatments on the growth of *A. nidulans* (**a**) and *A. wentii* (**b**) cultures. Growth was characterized by the dry cell mass (DCM) of the cultures. The mean ± SD of three biological replicates are presented. The letter “t” marks a significant effect (Student’s *t*-test, *p* < 0.05) of treatment (vs. untreated); “m” marks a significant effect of mutation (vs. same treatment in the reference strain).

**Figure 2:**
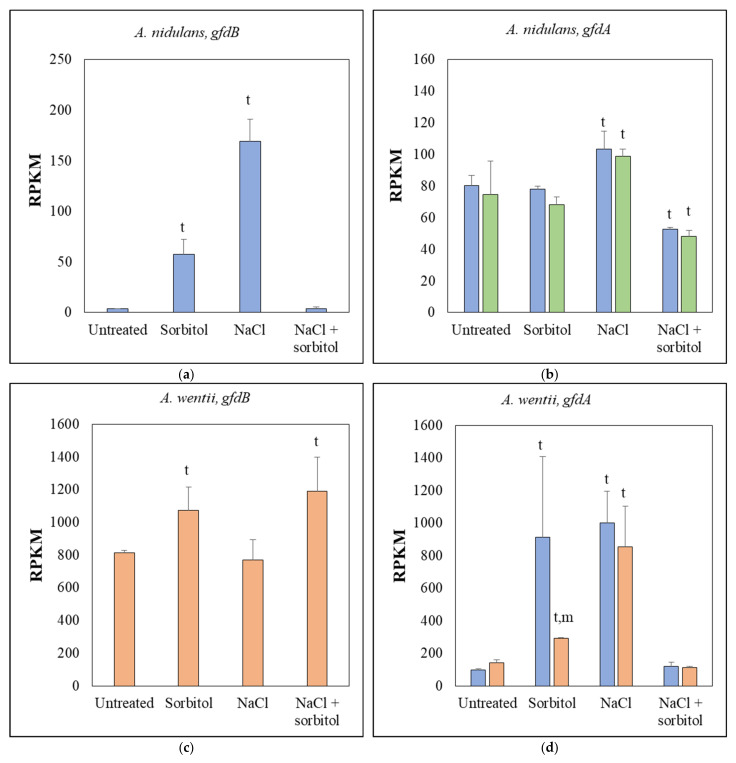
The effects of stress treatments on the transcription of the *gfdB* (**a**,**c**) and *gfdA* (**b**,**d**) genes in the wild type (blue) and mutant (Δ*gfdB*, green, or ′c *gfdB*, orange) strains of *A. nidulans* (**a**,**b**) and *A. wentii* (**c**,**d**). The mean ± SD of RPKM values from three biological replicates are presented. Significant (Student’s *t*-test, *p* < 0.05) differences between the stress treated and untreated cultures, or the mutant and the reference strains, are marked with the letters “t”, and “m”, respectively. For the *gfdA* gene, the “rpkm” function of the edgeR package, with default settings [37], was used, while for the *gfdB gene*, the BBmap software (version 39.01; https://sourceforge.net/projects/bbmap/, accessed on 5 October 2023), with “perfectmode” settings, was applied to calculate the RPKM values.

**Figure 3:**
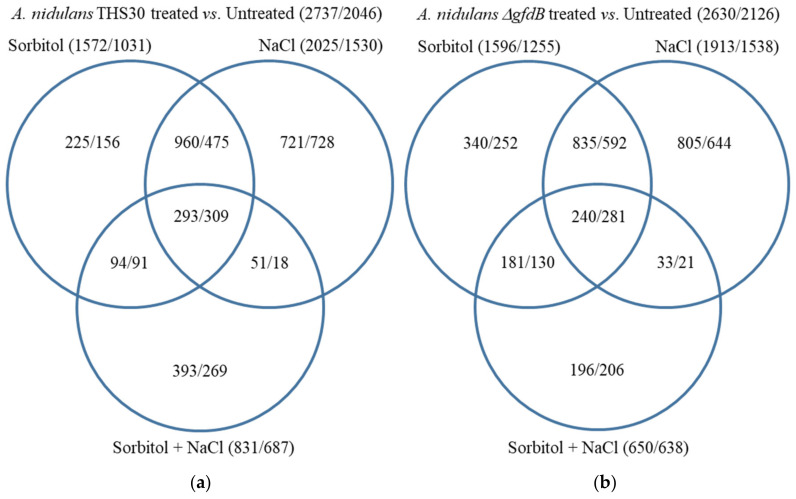

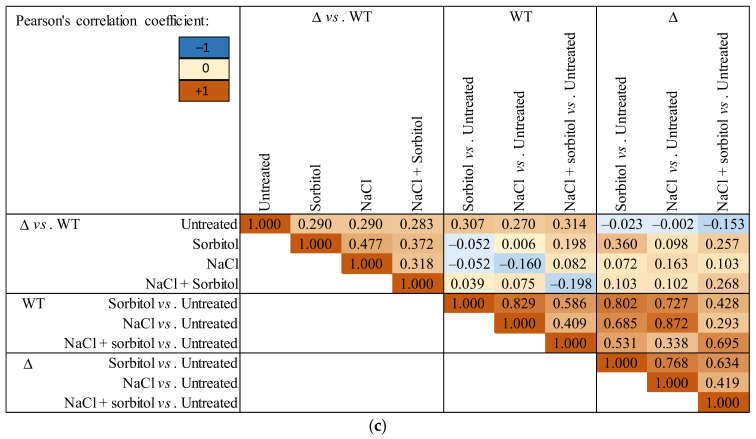
Genome-wide transcriptional changes in *A. nidulans* caused by stress treatments. Panels (**a**,**b**): Venn analyses of upregulated and downregulated genes (|log2FC| > 1) in the THS30 and the Δ*gfdB* strains. Panel (**c**): Pearson’s correlation coefficients between the log_2_FC values of the transcriptional changes. The THS30 and Δ*gfdB* strains are abbreviated as “WT” and “Δ”, respectively.

**Figure 4:**
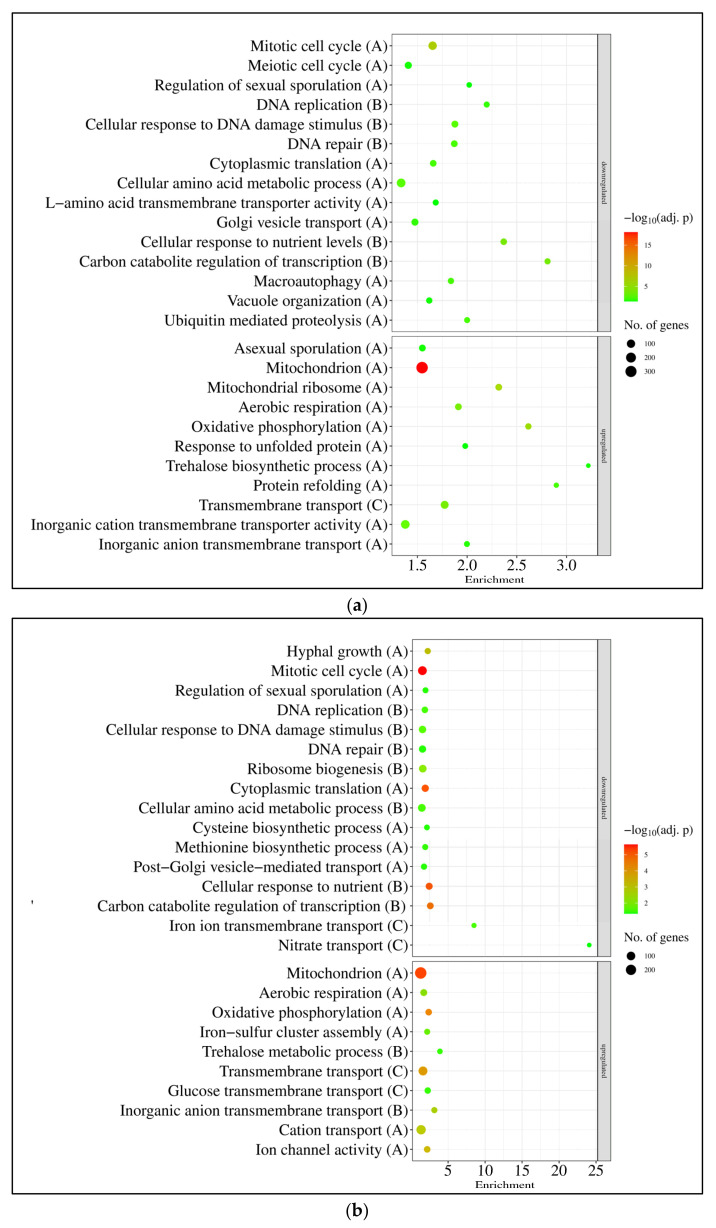

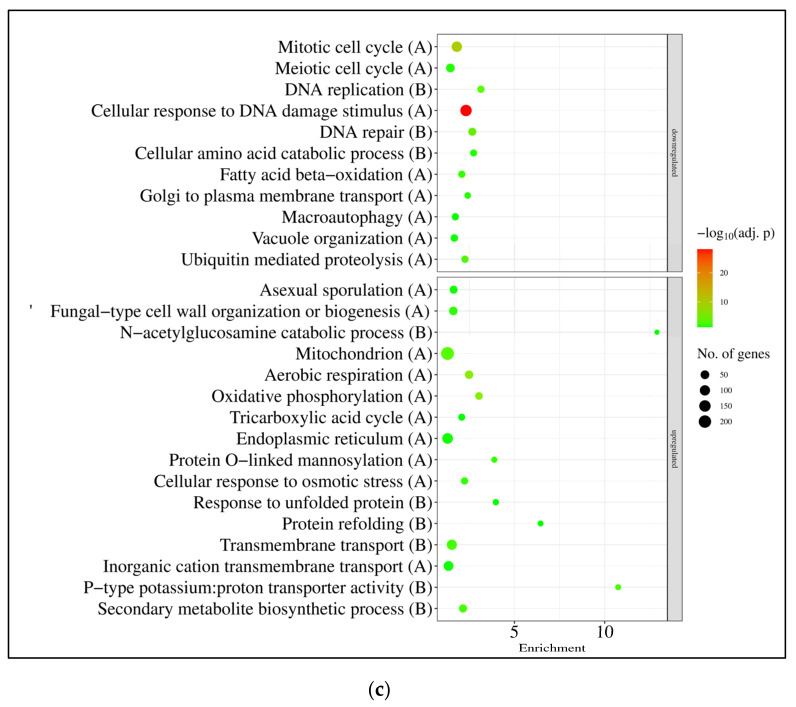
Gene set enrichment analyses of the effect of sorbitol (**a**), NaCl (**b**), and NaCl + sorbitol (**c**) treatments on *A. nidulans* THS30. Selected significantly enriched (*p* adjusted < 0.05) GO and KEGG pathway terms are presented. The full list of the enriched terms are available in Table S3. Letters in parentheses indicate the studied gene set: “A”—all DEGs; “B”—DEGs with |log_2_FC| > 1; “C”—DEGs with |log_2_FC| > 2. If a selected term was enriched in more than one gene set, only the set with the strongest criteria is presented.

**Figure 5:**
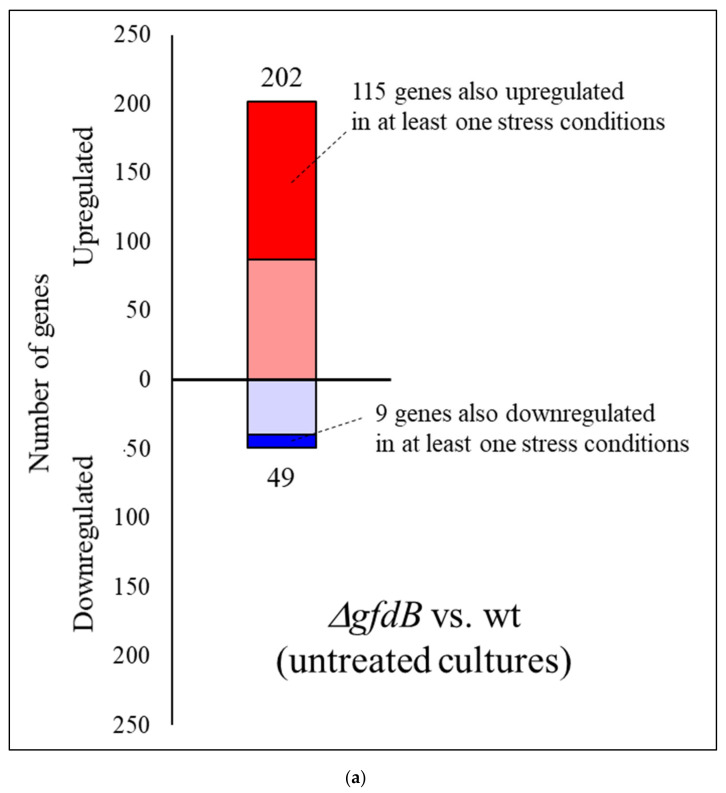

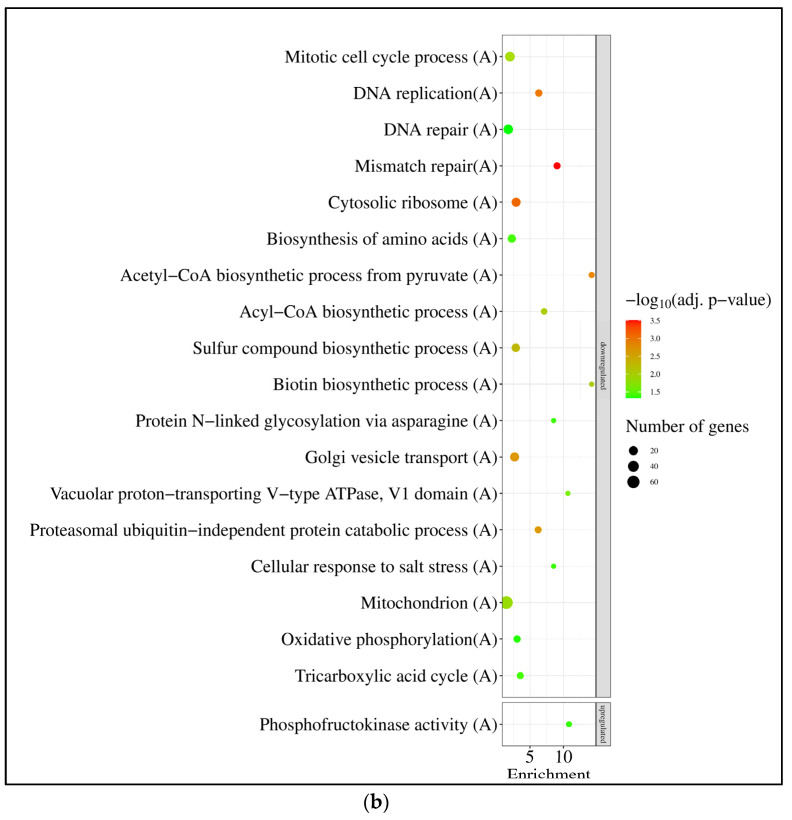
Direct comparison of the transcriptomes of *A. nidulans* THS30 and Δ*gfdB* strains under untreated conditions. The number of upregulated (red) and downregulated (blue) genes (DEGs with |log_2_FC| > 1) are presented from the comparison of the Δ*gfdB* mutant vs. the THS30 strain in untreated cultures (**a**). Gene set enrichment analyses of the consequences of gfdB gene deletion under untreated conditions (**b**). Selected significantly enriched (*p* adjusted < 0.05) GO and KEGG pathway terms are presented. The full list of the enriched terms are available in Table S3. Letters in parentheses indicate the studied gene set: “A”—all DEGs; “B”—DEGs with |log_2_FC| > 1; “C”—DEGs with |log_2_FC| > 2. If a selected term was enriched in more than one gene set, only the set with the strongest criteria is presented.

**Figure 6:**
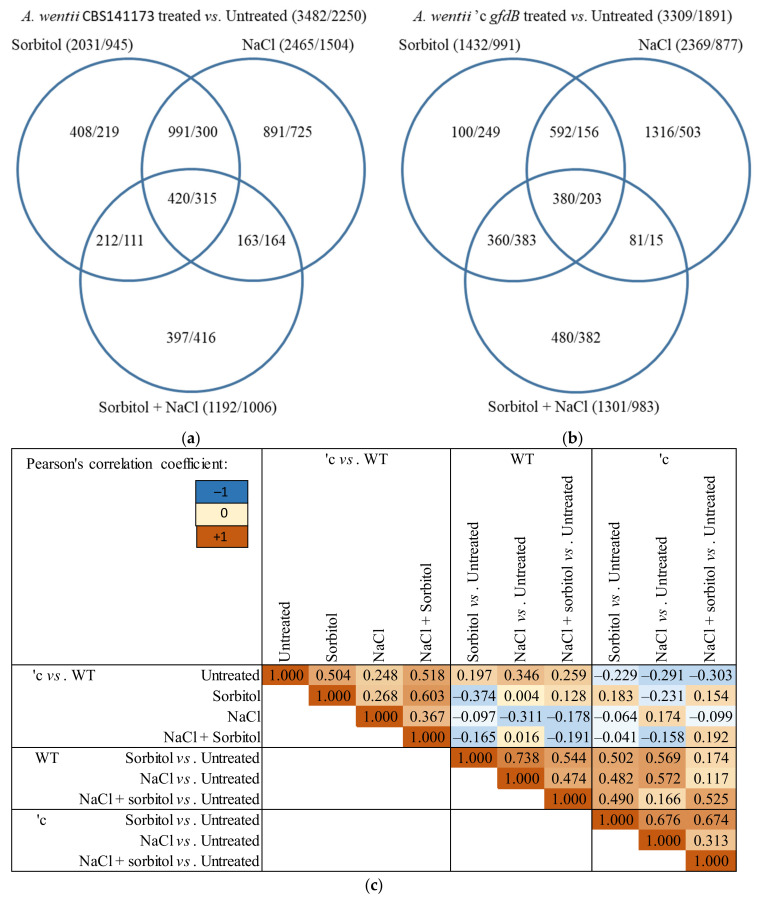
Genome-wide transcriptional changes caused by stress treatments in *A. wentii.* Panels (**a**,**b**): Venn analyses of upregulated and downregulated genes (|log2FC| > 1) in the CBS141173 and the ′c *gfdB* strains. Panel (**c**): Pearson’s correlation coefficients between the log_2_FC values of the transcriptional changes. The CBS141173 and ′c *gfdB* strains are abbreviated as “WT” and “′c”, respectively.

**Figure 7:**
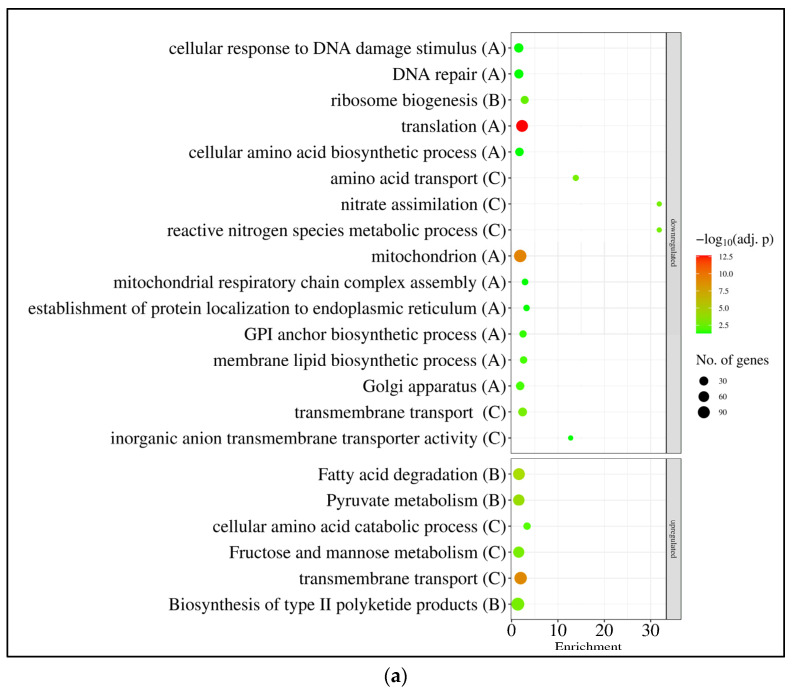

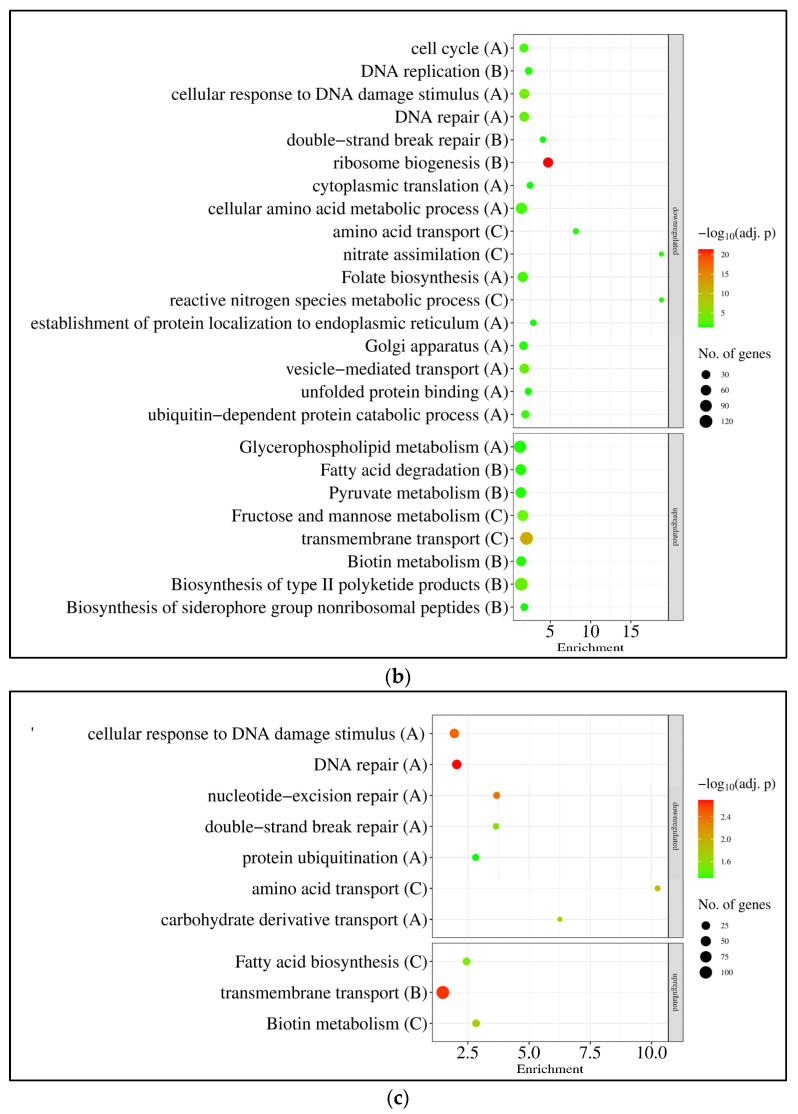
Gene set enrichment analyses of the effect of sorbitol (**a**), NaCl (**b**), and NaCl + sorbitol (**c**) treatments on *A. wentii* CBS141173. Selected significantly enriched (*p* adjusted < 0.05) GO and KEGG pathway terms are presented. The full list of the enriched terms are available in Table S3. Letters in parentheses indicate the studied gene set: “A”—all DEGs; “B”—DEGs with |log_2_FC| > 1; “C”—DEGs with |log_2_FC| > 2. If a selected term was enriched in more than one gene set, only the set with the strongest criteria is presented.

**Figure 8:**
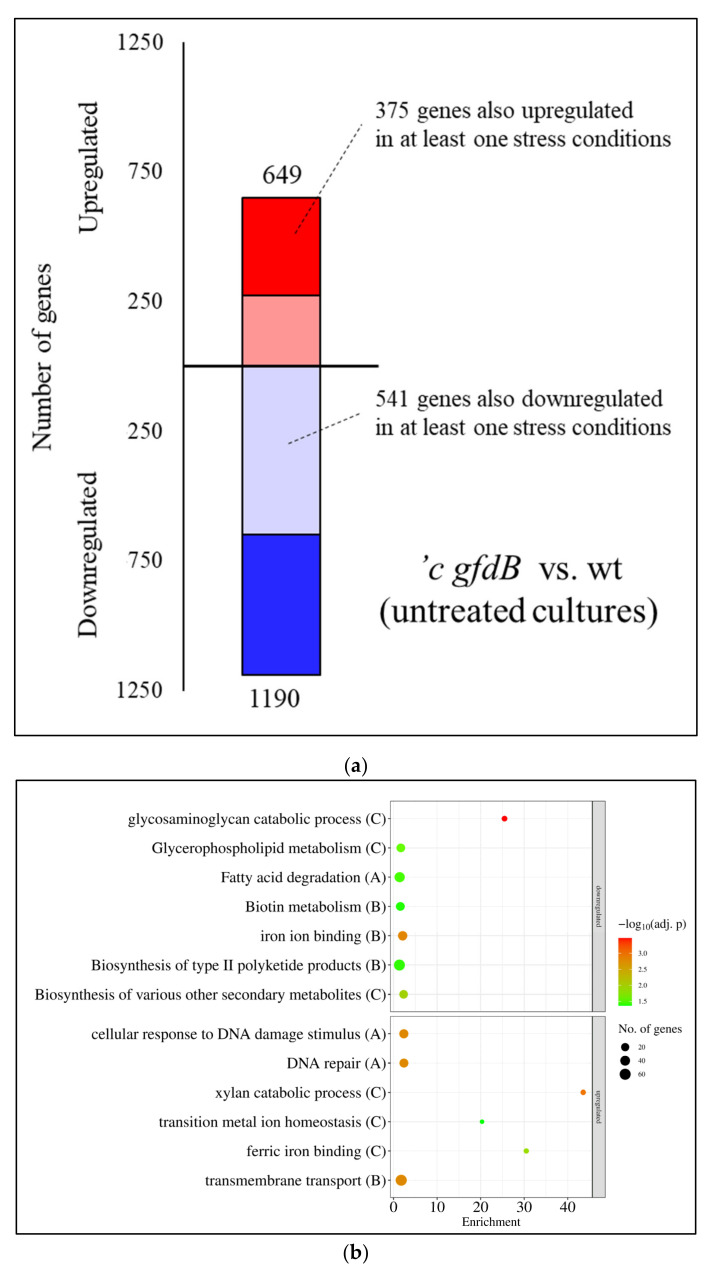
Direct comparison of the transcriptomes of *A. wentii* CBS141173 and ′c *gfdB* strains under untreated conditions. The number of upregulated (red) and downregulated (blue) genes (DEGs with |log_2_FC| > 1) are presented from the comparison of the ′c *gfdB* mutant vs. the CBS141173 strain in untreated cultures (**a**). Gene set enrichment analyses of the consequences of *A. nidulans-gfdB* expression in *A. wentii* under untreated conditions (**b**). Selected significantly enriched (*p* adjusted < 0.05) GO and KEGG pathway terms are presented. The full list of the enriched terms are available in Table S3. Letters in parentheses indicate the studied gene set: “A”—all DEGs; “B”—DEGs with |log_2_FC| > 1; “C”—DEGs with |log_2_FC| > 2. If a selected term was enriched in more than one gene set, only the set with the strongest criteria is presented.

**Table 1:** Strains used in the study.

Strain	Genotype	Reference
*A. nidulans* THS30	*pyrG89*, *AfupyrG^+^*; *pyroA^+^*; *veA^+^*	[32]
*A. nidulans* Δ*gfdB*	*pyrG89*; Δ*gfdB*::*AfupyrG*^+^; *pyroA*^+^; *veA*^+^	[24]
*A. wentii* CBS141173	Wild-type	[22]
*A. wentii* ′c *gfdB*	CBS141173 strain harboring one copy of *A. nidulans gfdB* with its own promoter and terminator sequences and *HygR* as a selection marker gene	[28]

## Data Availability

The transcriptome datasets are available in the Gene Expression Omnibus database (GEO; http://www.ncbi.nlm.nih.gov/geo/) under the following accession number: GSE255841.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/jof10040291/s1. Figure S1: Principal component (PC) analysis of the RNAseq data obtained from stress treated and untreated cultures of *A. nidulans* (A) and *A. wentii* (B) strains; Figure S2: Overlap between the stress responses of the *A. nidulans* THS30 and the Δ*gfdB* strains; Figure S3: Gene set enrichment analyses of the effect of sorbitol (A), NaCl (B), and NaCl + sorbitol (C) treatments on *A. nidulans* Δ*gfdB*; Figure S4: Overlap between the stress responses of the *A. wentii* CBS141173 and the ′c *gfdB* strains; Figure S5: Gene set enrichment analyses of the effect of sorbitol (A), NaCl (B), and NaCl + sorbitol (C) treatments on *A. wentii* ′c *gfdB*; Table S1: Primer pairs used in the study; Table S2: RT-qPCR data of the *A. wentii* and *A. nidulans* cultures; Table S3: Results of the gene set enrichment analyses; Table S4: RNAseq data of “hyperosmotic stress”, “oxidative stress”, and “glycerol metabolism” genes in *A. nidulans*, as well as the RNAseq data for their *A. wentii* orthologues; Table S5: Transcriptional behavior of selected genes under the applied osmotic stress conditions.

# Supplementary material for: Aspergillus nidulans gfdB, Encoding the Hyperosmotic Stress Protein Glycerol-3-phosphate Dehydrogenase, Disrupts Osmoadaptation in Aspergillus wentii
**Source:** J Fungi (Basel). 2024 Apr 16;10(4):291. doi: 10.3390/jof10040291
**Supplement:** Supplementary file 1

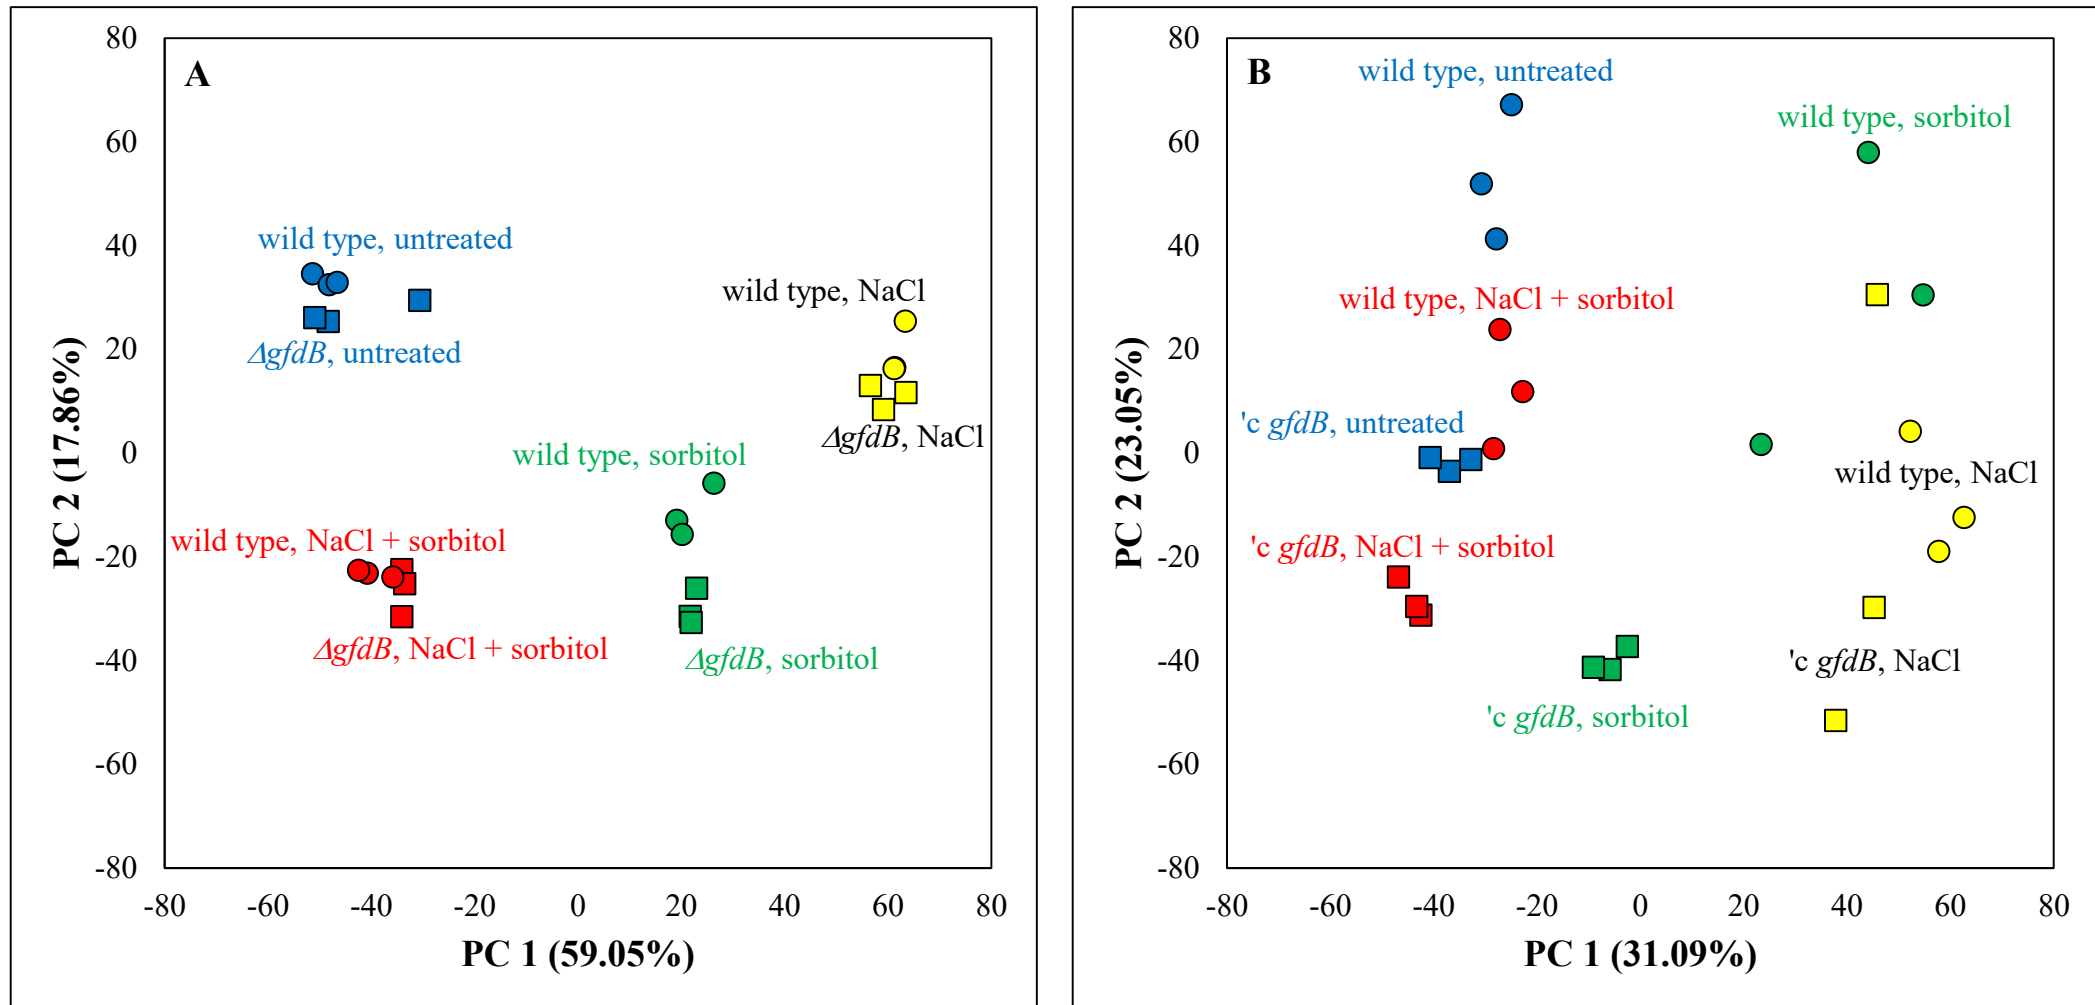

Figure S1 Principal component (PC) analysis of the RNAseq data obtained from stress treated and untreated cultures of *A. nidulans* (A) and *A. wentii* (B) strains. The analysis was carried out using the rlog data generated by the DESeq2 software.

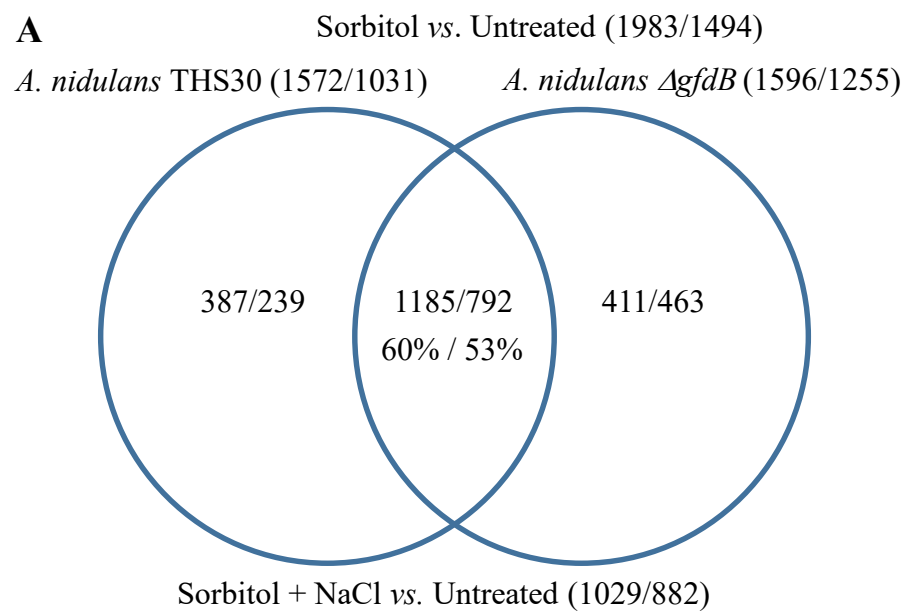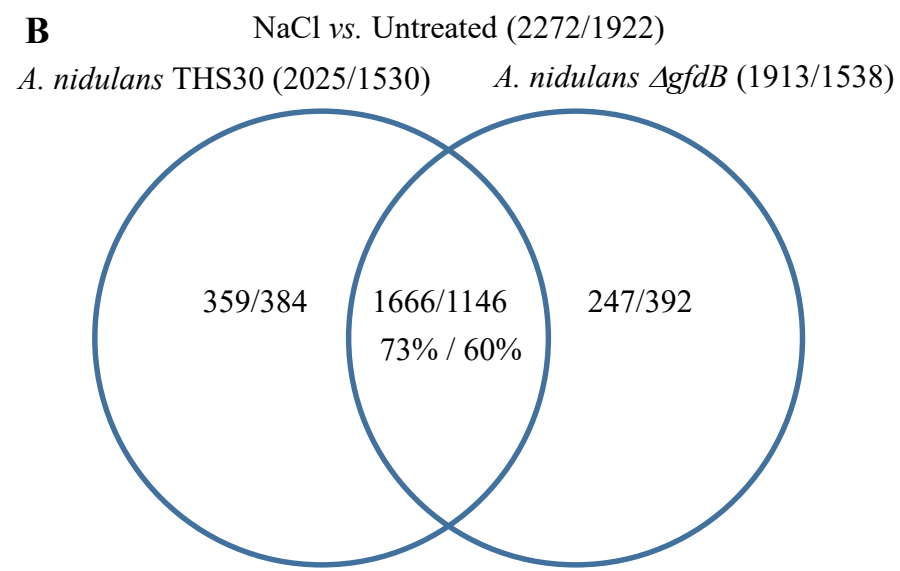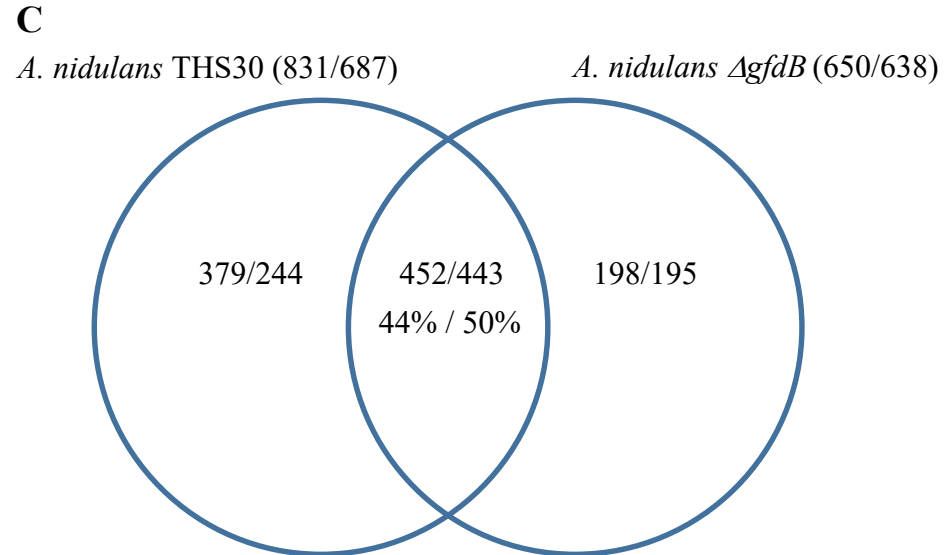

Figure S2 Overlap between the stress responses of the *A. nidulans* THS30 and the Δ gfdB strains. Venn-diagrams show the upregulated/downregulated genes observed under sorbitol (A), NaCl (B), and NaCl + sorbitol (C) treatments in the two strain. Percentages presented in the intersections show the number of genes upregulated/downregulated in both strains relative to the number of genes upregulated/downregulated in either of the two strains.

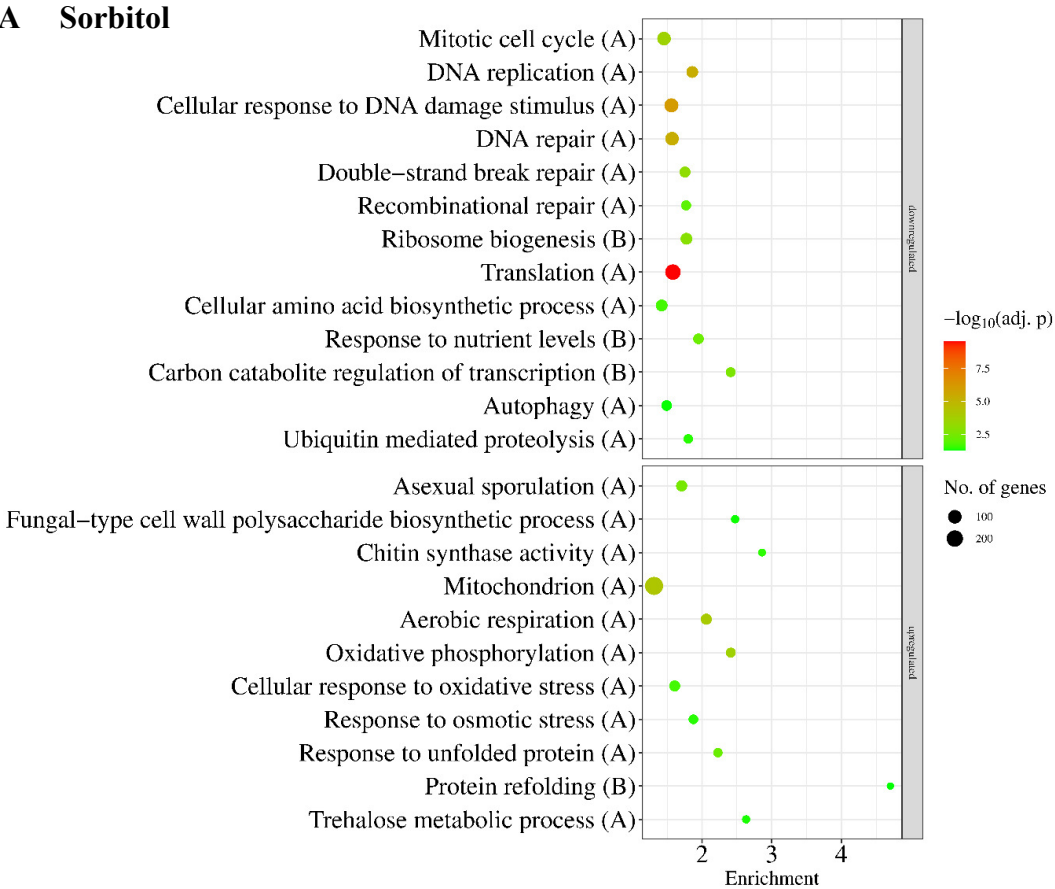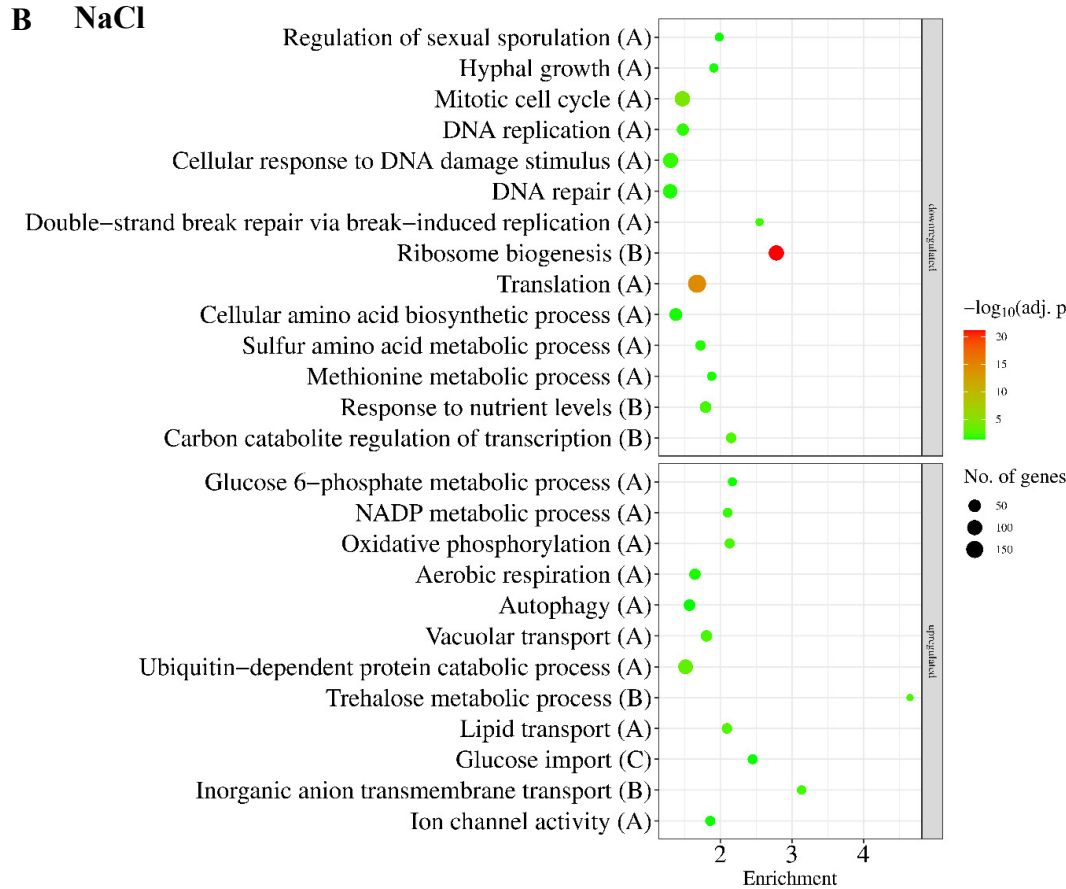

Figures S3A and S3B Gene set enrichment analyses of the effect of sorbitol (A) and NaCl (B) treatments on *A. nidulans* $\Delta gfdB$. Selected significantly enriched (p adjusted < 0.05) GO and KEGG pathway terms are presented. The full list of the enriched terms are available in Table S3. Letters in parentheses indicate the studied gene set: “A”— all DEGs, “B”— DEGs with $|\log_2FC| > 1$, “C”— DEGs with $|\log_2FC| > 2$. If a selected term was enriched in more than one gene set, only the set with the strongest criteria is presented.

C NaCl + sorbitol

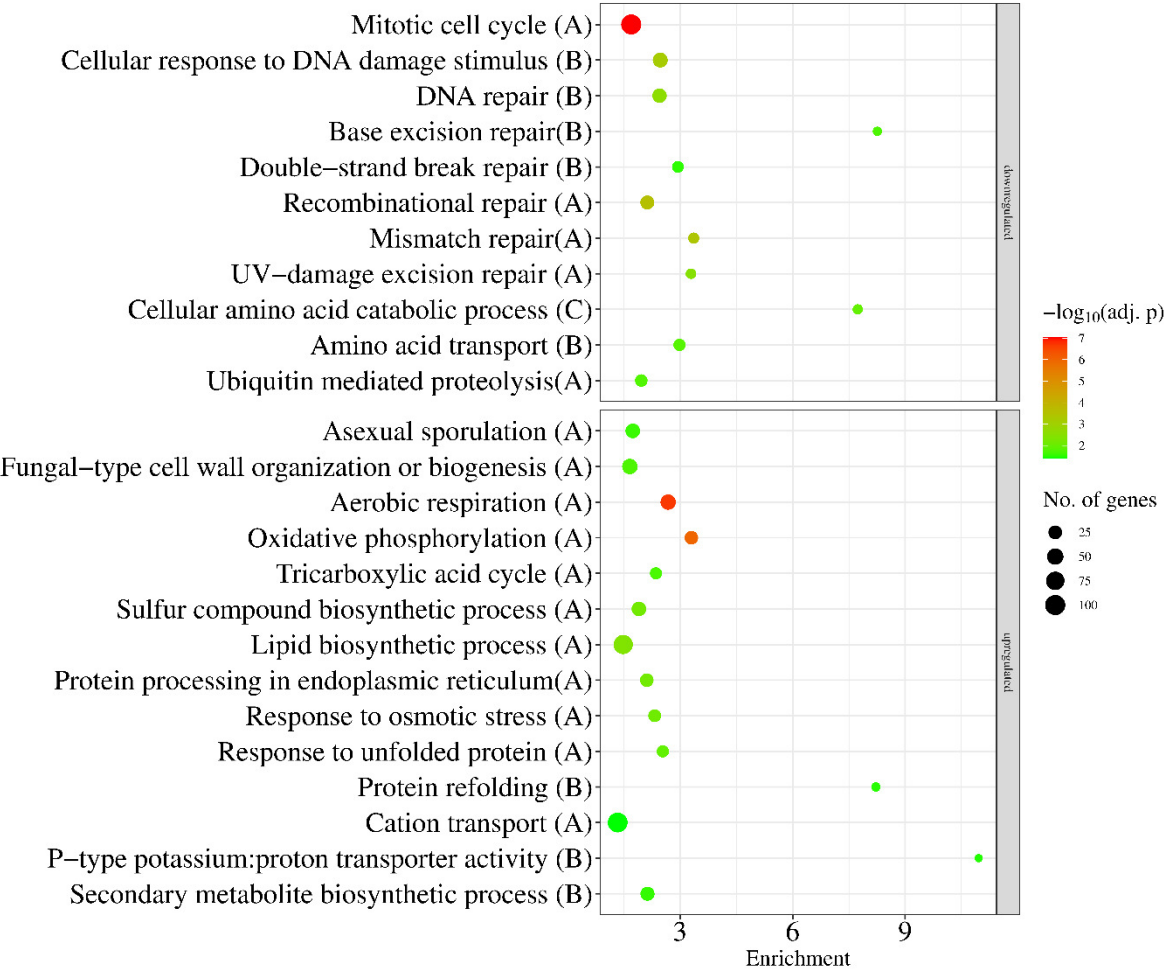

Figure S3C Gene set enrichment analyses of the effect of NaCl + sorbitol (C) treatment on *A. nidulans* $\Delta gfdB$. Selected significantly enriched (p adjusted < 0.05) GO and KEGG pathway terms are presented. The full list of the enriched terms are available in Table S3. Letters in parentheses indicate the studied gene set: “A”— all DEGs, “B”— DEGs with $|\log_2FC| > 1$, “C”— DEGs with $|\log_2FC| > 2$. If a selected term was enriched in more than one gene set, only the set with the strongest criteria is presented.

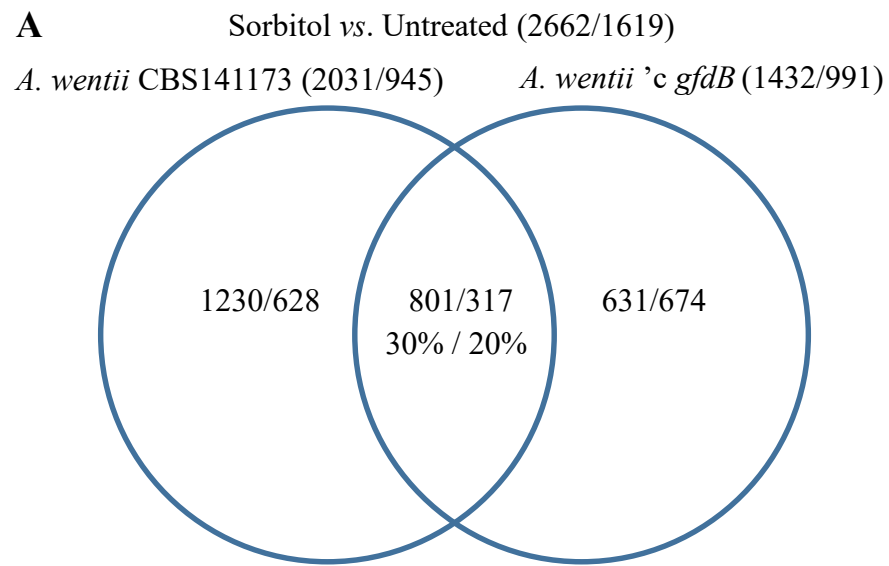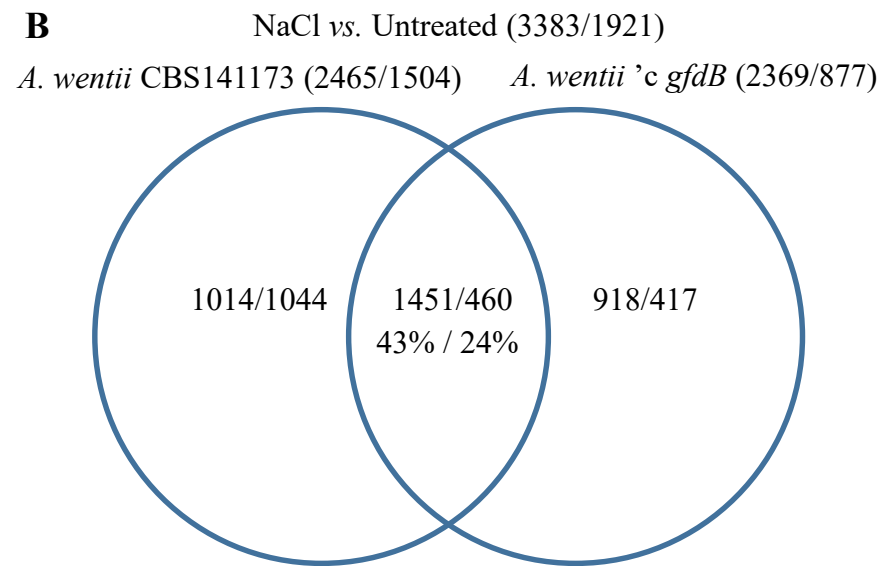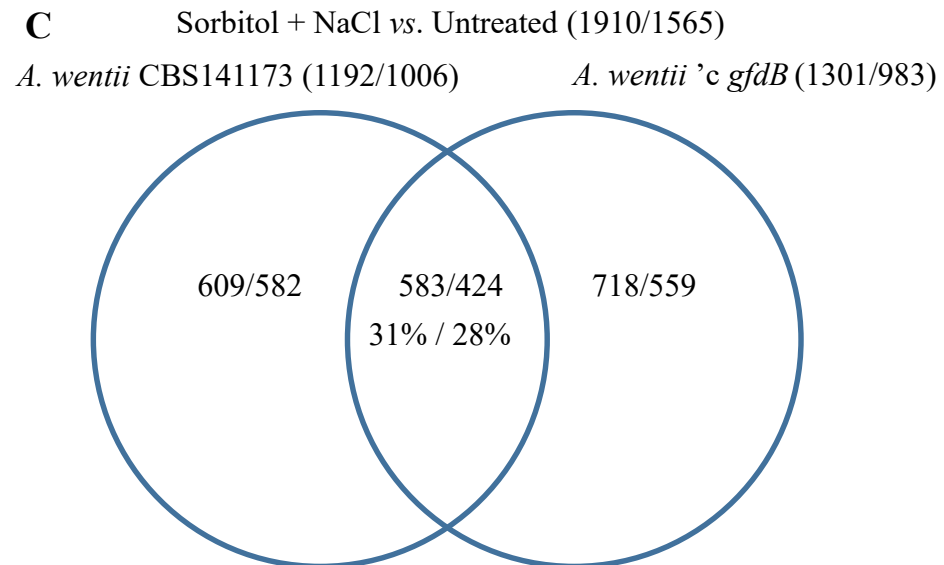

Figure S4 Overlap between the stress responses of the *A. wentii* CBS141173 and the 'c *gfdB* strains. Venn-diagrams show the upregulated/downregulated genes observed under sorbitol (A), NaCl (B), and NaCl + sorbitol (C) treatments in the two strain. Percentages presented in the intersections show the number of genes upregulated/downregulated in both strains relative to the number of genes upregulated/downregulated in either of the two strains.

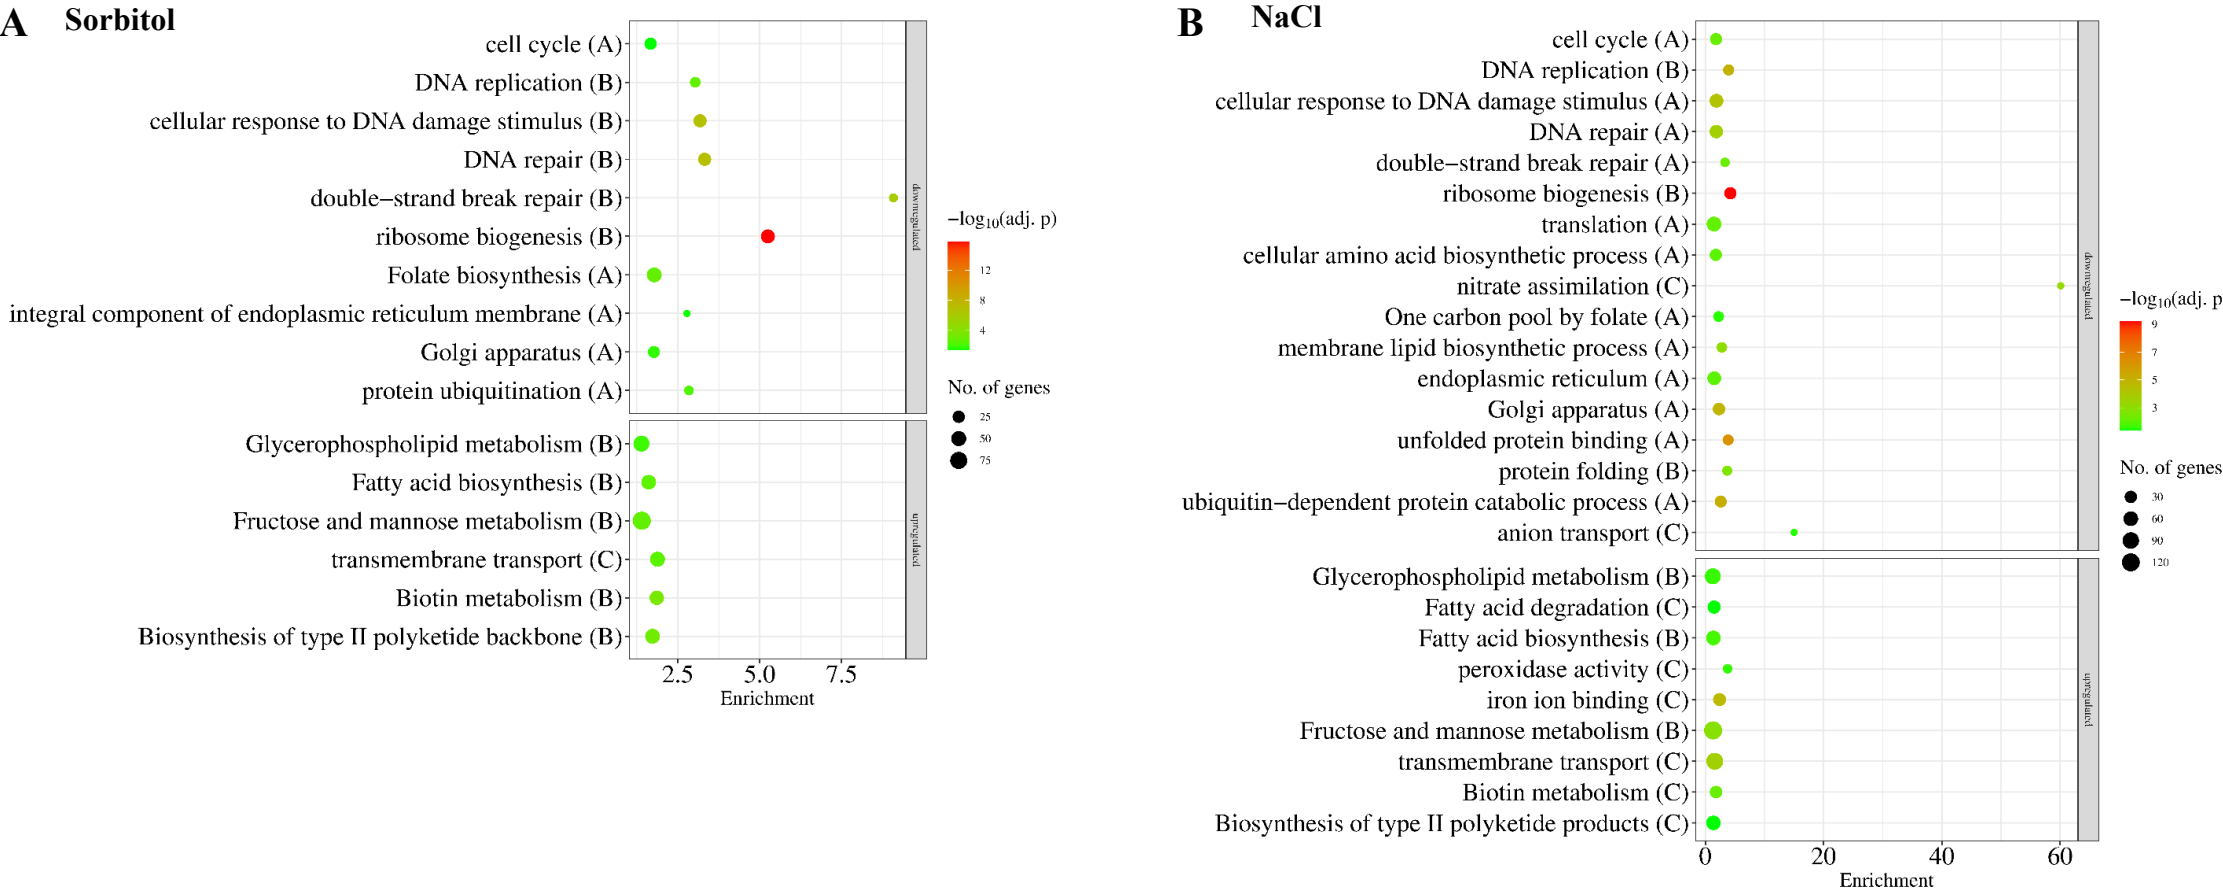

Figures S5A and S5B Gene set enrichment analyses of the effect of sorbitol (A) and NaCl (B) treatments on *A. wentii* 'c *gfdB*. Selected significantly enriched (p adjusted < 0.05) GO and KEGG pathway terms are presented. The full list of the enriched terms are available in Table S3. Letters in parentheses indicate the studied gene set: “A”— all DEGs, “B”— DEGs with $|\log_2\text{FC}| > 1$, “C”— DEGs with $|\log_2\text{FC}| > 2$. If a selected term was enriched in more than one gene set, only the set with the strongest criteria is presented.

C NaCl + sorbitol

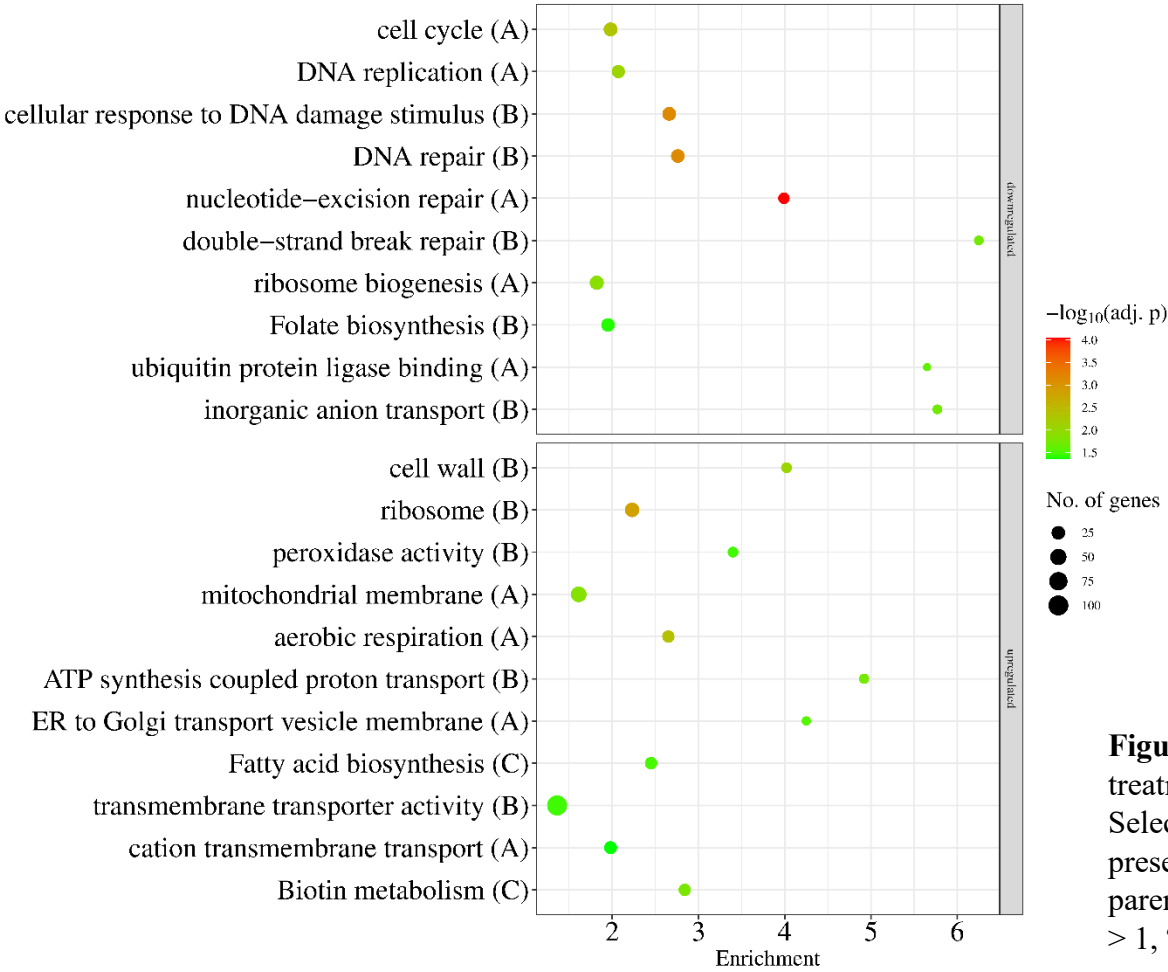

Figure S5C Gene set enrichment analyses of the effect of NaCl + sorbitol (C) treatment on *A. wentii* 'c *gfdB*.

Selected significantly enriched (p adjusted < 0.05) GO and KEGG pathway terms are presented. The full list of the enriched terms are available in Table S3. Letters in parentheses indicate the studied gene set: “A”— all DEGs, “B”— DEGs with $|\log_2\text{FC}| > 1$, “C”— DEGs with $|\log_2\text{FC}| > 2$. If a selected term was enriched in more than one gene set, only the set with the strongest criteria is presented.

# Supplementary material for: Aspergillus nidulans gfdB, Encoding the Hyperosmotic Stress Protein Glycerol-3-phosphate Dehydrogenase, Disrupts Osmoadaptation in Aspergillus wentii
**Source:** J Fungi (Basel). 2024 Apr 16;10(4):291. doi: 10.3390/jof10040291
**Supplement:** Supplementary file 1

Table S1 Primer pairs used in the study

Aspergillus nidulans

AN0351

5'-ATCCTGCCTCTTCTCTTTG-3'

5'-ACTCCTTCCTCATCCACATC-3'

AN0443

5'-GGGCGATGAGTTGTTCTG-3'

5'-TTCAGGCGGAGTAGTTGG-3'

AN1679

5'-TGTCTCTTCCTTCCCATTTTC-3'

5'-ACCATTGCCAACTTCAGTC-3'

AN2815

5'-AAACTGCTCCCGCTGACATC-3'

5'-ACGACTTTGACGCCAACCTTC-3'

AN4829

5'-CTCAACCACAACCATTCAG-3'

5'-CCCTTTTCCTTAGACCATTC-3'

AN5523

5'-CTGCCAACCACCTCCTAATG-3'

5'-GTCAACGCCTACCATAAGC-3'

AN5634

5'-GGTGGTCTTACTGCTGTGATG-3'

5'-CAATGGTGGATGTGATGAGGG-3'

AN5885

5'-CCACCCCAGCAGATTATTAC-3'

5'-TCCCCTTGATTCCCATTCC-3'

AN5975

5'-ATGAGGCTGGCTACGAAG-3'

5'-AGTGAGTGGGGTGGAAAC-3'

AN6542

5'-GAAGTCCTACGAACTGCCTGATG-3'

5'-AAGAACGCTGGGCTGGAA-3'

AN6700

5'-CCTATTCCCGAGCAAGTTC-3'

5'-TGATGTTCCCTGACGATGGC-3'

AN6792

5'-ACCGTCCCTTCCGATTCTCC-3'

5'-AGCGTCACCTTCCCGTCTG-3'

AN8639

5'-CACTCCGTCCCCTTCACTG-3'

5'-GTCGCTGCCTTGTAACCG-3'

AN8803

5'-CAACAAGGGCAACAGCAAC-3'

5'-GAGGACAGCAACATCAAGC-3'

Aspergillus wentii

ASPWEDRAFT_105168

5'-CATCACCCCCCAGACATC-3'

5'-GCGACCGTCAGAGAACTTG-3'

ASPWEDRAFT_117545

5'-ACCAAGACCATCACCAACTAC-3'

5'-GCATTCTCACAAGCAATCAC-3'

ASPWEDRAFT_117870

5'-ATGTCGCCTCGCATTCTG-3'

5'-GGGTTGTCTCGCCATTGAG-3'

ASPWEDRAFT_121910

5'-GCCAGGTTCAGTTTTCTTCG-3'

5'-CATATCGCCCGTCTCAATG-3'

ASPWEDRAFT_165285

5'-TTTCCTCTTCGCCTCTTTC-3'

5'-GTCGTCAATCATCTCAATGG-3'

ASPWEDRAFT_166217

5'-CGGTGGTCTTATTGATGC-3'

5'-TTGTCGGGGAGTGTGTAG-3'

ASPWEDRAFT_DRAFT_167845

5'-TACTGCCATTGCCATTGTC-3'

5'-CCTTCTTGACCTCGTTCTTG-3'

ASPWEDRAFT_168397

5'-TCTGGTGACGGTGTTACTC-3'

5'-ATCTCCTGCTCAAAGTCG-3'

ASPWEDRAFT_173702

5'-GATGGAGACGGTATGCTG-3'

5'-GCCTTCTTGGTATTCTTGC-3'

ASPWEDRAFT_184430

5'-GGGAATGAAAGGGAAGTTG-3'

5'-TTGTGGAGTGGCTGAATG-3'

ASPWEDRAFT_189665

5'-CCAAGGGAGAGACTGATG-3'

5'-GTAGGAGGAAAGCGAAAAC-3'

ASPWEDRAFT_25409

5'-GTCCCTCTGCCCCACTTTG-3'

5'-AACGACACGCTCACCAATC-3'

ASPWEDRAFT_33357

5'-TCTTCACGCAGGTTATCTCG-3'

5'-AGGTCTTTGGGGATGTTGG-3'

ASPWEDRAFT_35534

5'-CAGGGTGTGCGTGTATTGG-3'

5'-GTGTTGGTGGGAGAAGTTGG-3'

How the deposited data were processed for this re-analysis (not part of the article)

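The authors sequenced single-end reads of 75 bases from TruSeq libraries, aligned them with HISAT2 2.1.0 to the FungiDB release 65 genomes, and made the deposited read counts per gene with featureCounts 2.0.0. The deposited RPKM values were made by the authors with edgeR 3.18. In the deposited table they equal the count divided by gene length and by the total of the library, to a relative difference of 5.3e-15 in *A. nidulans* and 5.1e-15 in *A. wentii*. The submitters' processing notes name FastQC, HISAT2 2.1.0, edgeR and DESeq2 1.24.0, while the paper names DESeq2 1.36.0. How strand and reads with several matches were treated is not stated. The paper gives 2 M sorbitol and 1 M NaCl, the series record 1 M sorbitol and 2 M NaCl. The paper's doses are used here. The genotype label of 11 samples reads DsodB where their titles and the paper give Δ*gfdB*, and the titles were followed. Reads were not used here. The analysis starts from the deposited counts and RPKM, all per-sample columns of which were used.

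The tables hold 10988 *A. nidulans* genes and 12659 *A. wentii* genes, of which 208 and 224 are transfer RNA genes and 121 and 84 are at 0 in all libraries. Library totals run from 11438978 to 53348830 reads in *A. nidulans* (median 20092676.5) and from 11758085 to 32274107 in *A. wentii* (median 17847175.5). By group the range and median are, for THS30, 16895701 to 19127386 (18411865) untreated, 21614618 to 53348830 (21822312) under sorbitol, 21998866 to 24371003 (22181647) under NaCl and 21027912 to 26344493 (22538379) in the combined NaCl + sorbitol treatment. For Δ*gfdB*, in the same order, they are 14014041 to 22091299 (19157441), 11438978 to 22042699 (15308179), 13709387 to 18800661 (17349947) and 16370440 to 22475766 (16632769). For CBS141173 they are 22427737 to 32274107 (22645836), 20085002 to 21932736 (21143904), 17279683 to 26828279 (19871540) and 13871785 to 18475871 (17884697). For ′c *gfdB* they are 15876604 to 18456984 (17181426), 12117205 to 16712059 (15677556), 15159623 to 19381638 (17809654) and 11758085 to 12922313 (12723956). The 10 genes with most reads take 6.212% to 9.026% of a library in *A. nidulans* and 5.400% to 9.774% in *A. wentii*. Labels were taken from the deposited sample records and matched to the columns by name.

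The test was edgeR's quasi-likelihood F-test on counts (TMM scaling, filterByExpr, estimateDisp, glmQLFit, glmQLFTest), a single model per species with 8 groups of 3 libraries. TMM factors run from 0.809 to 1.165 and from 0.874 to 1.158. The standard error of a log2 fold change is its size divided by the square root of F. Calls need a Benjamini-Hochberg adjusted p under 0.05 within a comparison and more than 2-fold change. The 2 strains of a species were compared in each condition, each stress with the untreated cultures of the strain, and the responses of the strains by their interaction. Software was R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

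The plan made before the deposited values were seen took RPKM as the expected unit and named counts as the unit to use if they were there. They were, so the test on counts is the one reported and a limma test on log2(RPKM + 1), rescaled by median-of-ratios factors, stands as an alternative added afterwards. On simulated counts with 100 genes at each fold the test found 98% of genes at log2 1.5 and all at log2 2 in *A. nidulans*, and 70% and 87% in *A. wentii*, with 3 and 4 false calls and 0 in a comparison with no change.

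Genes are named by a rule fixed before the deposited values were seen: every gene the paper names, the members of its lists of osmotic stress, glycerol and oxidative stress genes and its RT-qPCR genes, the genes with the largest changes and no overlap of the libraries per comparison (by name where a table pairs the ID with a name, otherwise at most 2 IDs each way), and the members of a list that changed most. The paper's own values for the genes it names, lists or measured by RT-qPCR had been seen before this rule was written. Symbols come from the RefSeq table, which matches 10029 *A. nidulans* IDs and gives a symbol for 778. Lists fixed before the deposited values were seen are osmotic stress, glycerol metabolism and oxidative stress in both species, HOG and phosphorelay signalling, trehalose, asexual and sexual development in *A. nidulans*, and Table S3 terms. Lists meant to be built from gene descriptions could not be built because the reference holds no descriptions. In their place 12 lists of symbols (proteasome subunits, ribosome biogenesis, replication fork, ergosterol, chaperones, siderophore and iron uptake, chitin synthases, autophagy, translation initiation, peroxins, amino acid synthesis, mitochondrial import) were written after the tables had been opened and before the values of these genes were looked at. Lists of 5 or more tested genes were tested by Fisher's exact test among the genes called, with Benjamini-Hochberg over 17 lists in *A. nidulans* and 3 in *A. wentii*, and again by fry and by camera with an estimated correlation. Table S3 terms hold genes that the study called under sorbitol in THS30 and were described without a test. Its cells hold at most 37 IDs.

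Correlations and overlaps that use the same untreated libraries on both sides were set beside 20 simulated sets with no response, with the dispersions and library sizes of these data. In these sets the highest number of genes called in both comparisons in the same direction is 0 for every pair. The sets hold no responding genes, so they cannot show how much shared controls add to the overlap of genes that do respond. For the untreated strain difference of *A. nidulans* the covariance was also taken on log2 CPM with 1 THS30 untreated library on one side and the other 2 on the other, in all 6 ways. RT-qPCR values were read from the paper's supplement. For 1 gene of the lists the result is not reported. Correlations of replicates and principal components use log2(RPKM + 1), with RPKM rescaled by median-of-ratios factors. They cover genes at 1 RPKM or more, as deposited, in at least 3 libraries.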

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

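Of the tests in this part, those on CBS141173 sorbitol replicate 2 (the size of the difference without it and its adjusted p), on the genes shared with stress without a Δ*gfdB* untreated library, with separate THS30 untreated libraries, on the stress response of the shared genes in Δ*gfdB*, and on the medians of the NaCl interaction genes were chosen after the result was seen, and all others were written before their values were computed.

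Genes also raised by stress in THS30, such as *acuD* and *catA*, make 56.6% of the 189 genes higher in untreated Δ*gfdB*. With all Δ*gfdB* libraries, the untreated THS30 libraries that both comparisons share do not account for the whole covariance over all genes. On log2 CPM, with separate THS30 untreated libraries on the 2 sides, it keeps at least 0.67 of its size. On edgeR's log2 fold changes, with shared ones, it is at least 4.53 times the highest simulated one. The genes of the overlap rose in Δ*gfdB* by a median of 2.19 (quartiles 1.02 and 3.26) after the stress that raised them most in THS30. This rise uses no THS30 library, but it does not bear on their strain difference. Part of the overlap may still come from the shared libraries. A single library, Δ*gfdB* untreated replicate 1, may carry most of the overlap: without it 36.4% of these genes stay called, against 87.9% and 96.3% without replicate 2 or 3 and 61.7%, 67.3% and 70.1% without a THS30 untreated library, and the covariance with separate libraries runs from −0.016 to 0.0345 for sorbitol and NaCl but is at least 0.0399 for the combined NaCl + sorbitol treatment. Of all 189 genes 60.8% stay, which leaves open how far it sets the strain difference as a whole. A difference held by the untreated cultures alone could also give it: the median difference of these genes between the strains is 0.22 under sorbitol, 0.25 under NaCl and 0.61 in the combination, and with 0.61 as the largest this stays open too.

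The NaCl response differs between ′c *gfdB* and CBS141173 in 1154 genes. A single library, ′c *gfdB* NaCl replicate 1, may carry many of them: without it 56.5% (652 genes) stay called and 781 are called in all, which leaves the question open. A difference between the untreated cultures that runs into every interaction stays open as well. Of the 1154 genes 10.1% also pass in the same direction for sorbitol and the combined NaCl + sorbitol treatment. With few calls in the combination, no more than 26.3% could. In the direction of the NaCl interaction, their median difference between the strains is −1.25 untreated and 0.74 under NaCl. These genes were chosen, and given their direction, by the strain difference under NaCl less the untreated one. That choice favours a negative untreated and a positive NaCl value, so these medians cannot decide the question.

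*gfdA* of *A. wentii* is lower in ′c *gfdB* than in CBS141173 under sorbitol. Its size likely depends on CBS141173 sorbitol replicate 2: without that library the log2 difference is −0.94, under 2-fold, which fits this explanation, but the whole of the difference does not come from it, with an adjusted p of 0.00751 (edgeR's quasi-likelihood test with Benjamini-Hochberg) and an interaction of −1.53 left. Library scaling does not account for it: the difference is −1.42 with DESeq2 and −1.65 without TMM.

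The strain by treatment interaction calls 2.05% of tested genes for sorbitol, 0.663% for NaCl and 0.337% for the combined NaCl + sorbitol treatment in *A. nidulans*. In *A. wentii* it calls 8.82% for sorbitol, 10.4% for NaCl and 2.53% for the combined NaCl + sorbitol treatment. The interaction of *catA* for sorbitol is −1.96, and −1.06 without Δ*gfdB* untreated replicate 1. That of ASPWEDRAFT_104967 (*gfdA*) for sorbitol is −2.05, that of ASPWEDRAFT_37015 −1.02 and that of ASPWEDRAFT_506345 −2.39.

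Counts of calls were set beside every split of the 6 libraries of a comparison into 3 and 3, with only these libraries fitted. In all 20 comparisons of 2 groups 1 of 10 splits, the real grouping, reaches its count and every other split gives 0, but with 10 splits the share cannot go below 1 of 10, so chance cannot be told apart by this alone. The real counts for sorbitol, NaCl and the combination are 2421, 3342 and 1378 in THS30, 2604, 3207 and 1110 in Δ*gfdB*, 2246, 3833 and 2212 in CBS141173, and 2478, 2277 and 2280 in ′c *gfdB*. Between the strains, from untreated to the combination, they are 0.958%, 4.09%, 1.99% and 2.19% of tested genes in *A. nidulans* and 17.1%, 18.4%, 1.75% and 12.4% in *A. wentii*.

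For the interactions 100 splits were drawn, the real one included. In *A. nidulans* 7 of 100 reach the sorbitol count of 55 (highest other 944), so chance is not excluded there, 3 of 100 the NaCl count of 15 (371) and 4 of 100 that of 18 for the combination (256). In *A. wentii* 1 of 100 reaches 1088 for sorbitol (highest other 962), 2 of 100 reach 719 for NaCl (869) and 3 of 100 reach 928 for the combination (1745). A split that exchanges the strain labels within a treatment holds the difference between the strains and not chance alone. Whether the splits with the highest counts do so was not recorded, so they cannot be set aside on that ground.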

How the results depend on the processing

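Of 241 results followed over the alternative settings, 131 change under none and 110 under at least 1. The limma test on rescaled RPKM was added after the data had been seen. The other settings were planned. The alternatives planned for a test on RPKM (other pseudocounts, RPKM filters, RPKM as deposited, no trend) were not run, because the test uses counts. Replicates with the same number do not pair: their residuals correlate at a mean of 0.01 in *A. nidulans* and −0.026 in *A. wentii*, with 20 and 14 of 84 pairs of groups over 0.1, and 9 and 5 of 24 libraries lie nearest to libraries of their own number. A fit with a replicate block leaves 4 results weaker and all others as they are, the asexual list in untreated Δ*gfdB* at an adjusted p of 0.112 and the glycerol orthologues up under NaCl in ′c *gfdB* at 0.0612 among them.

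DESeq2 moves the correlation between sorbitol and NaCl in THS30 to 0.829, that between THS30 and Δ*gfdB* to 0.802 (sorbitol), 0.872 (NaCl) and 0.695 (combination) and that between the *A. wentii* strains in the combination to 0.525. It calls 0.537% and 4.89% of tested genes for the interaction with the combination in *A. nidulans* and *A. wentii*, finds 8 genes down in untreated Δ*gfdB* and in a THS30 stress, and gives an adjusted p of 1 for ribosome biogenesis genes down under NaCl in THS30 and 0.0509 for glycerol genes up under sorbitol in Δ*gfdB*.

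Without TMM scaling 3352 genes are down in a stress of THS30 and 3534 in one of Δ*gfdB*, 1587 of these in both sorbitol and NaCl. Down in both strains are 2242 under NaCl and 866 in the combination, and up in both 251 in the combination. The adjusted p becomes 0.0302 for glycerol genes up under sorbitol in THS30 and 0.321 in Δ*gfdB*, 0.402 for chaperones up in the combination in THS30, 0.0781 for chaperones and 0.353 for osmotic genes up under sorbitol in Δ*gfdB*, and 0.00556 for osmotic genes up under NaCl in Δ*gfdB*. The sign turns for *gfdB* in the combination in THS30 (−0.07) and for *gfdA* under sorbitol in THS30 (−0.04) and Δ*gfdB* (−0.13).

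Without a filter on low counts the correlation of sorbitol and NaCl is 0.823 in THS30 and 0.75 in Δ*gfdB*, that of sorbitol and the combination 0.647 in ′c *gfdB*, and that between the strains 0.759, 0.83 and 0.626 in *A. nidulans* and 0.49 for the combination in *A. wentii*. Osmotic genes up under NaCl in Δ*gfdB* have 0.0437 and glycerol orthologues up under NaCl in ′c *gfdB* 0.351.

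With only the groups compared in the fit, 0.958% of genes differ between the untreated *A. nidulans* strains, with 28 up there and in a stress and 7 down in both, and the interactions have 0.579%, 0.158% and 0.19%. In *A. wentii* 1.75% differ under NaCl and the interactions have 6.48% (NaCl) and 8.36% (combination). The correlation of sorbitol and the combination in ′c *gfdB* is 0.783 and that of the strains in the combination 0.66. Adjusted p values are 0.0498 for glycerol genes up under sorbitol in THS30, 1 for ribosome biogenesis down under NaCl in THS30, 0.0423 for osmotic genes up under NaCl in Δ*gfdB*, and 0.722 (asexual) and 0.384 (glycerol, with the deleted gene counted) in untreated Δ*gfdB*. *gfdA* has −0.38 in the combination in Δ*gfdB*, no longer under 0.05, and 0.58 between the untreated *A. wentii* strains, where it passes.

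With limma on rescaled RPKM 882 and 776 genes are called in the combination in THS30 and Δ*gfdB*, between these strains 1.02% of genes untreated and 2.16%, 1.32% and 1.01% under sorbitol, NaCl and the combination, with interactions of 1.19% (sorbitol) and 0.158% (combination). Down in a stress are 1381 (THS30) and 1394 (Δ*gfdB*), in both single stresses 523 and 557, and in both strains 522, 757 and 272. Of genes up in untreated Δ*gfdB* 36 are up in a stress, and 5 of those down are down. Correlations are 0.549 and 0.309 for sorbitol and NaCl with the combination in THS30, 0.887 between the *A. nidulans* strains and 0.659 between the *A. wentii* strains in the combination. In *A. wentii* 10.3% of genes differ untreated, 781 and 539 are up in both single stresses in CBS141173 and ′c *gfdB*, 415 and 343 in both strains under sorbitol and the combination, and 157 both in untreated ′c *gfdB* and in a stress. Adjusted p values for genes up are 0.318 (asexual) and 0.0347 (glycerol) under sorbitol and 0.0592 (glycerol) under NaCl in THS30, 0.0397 (osmotic, NaCl) in Δ*gfdB*, and 0.112 (glycerol orthologues, NaCl) in ′c *gfdB*. For genes down they are 1 (ribosome biogenesis, NaCl, THS30), 0.403 (siderophore and iron, NaCl, Δ*gfdB*) and 0.294 (glycerol, untreated Δ*gfdB*).

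Camera with an estimated correlation gives adjusted p values for genes up of 0.199 (asexual, sorbitol), 0.0574 (glycerol, NaCl) and 0.533 (chaperones, combination) in THS30, 0.244 (glycerol), 0.244 (chaperones) and 0.159 (osmotic) under sorbitol in Δ*gfdB*, 0.254 (asexual) between the untreated strains, and for glycerol orthologues 0.0838, 0.128 and 0.243 in CBS141173 and 0.232 and 0.222 in ′c *gfdB*. For genes down it gives 0.8 and 0.627 (ribosome biogenesis, NaCl, THS30 and Δ*gfdB*), 0.179 and 0.331 (siderophore and iron, NaCl) and 0.254 (glycerol, untreated strains).

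Fry gives for genes up 5.7e-09 (glycerol) and 2.9e-10 (osmotic) under sorbitol and 1.32e-06 (oxidative) under NaCl in THS30; 0.000174 (oxidative, sorbitol), 2.11e-11, 6.25e-13 and 8.38e-08 (glycerol, osmotic, oxidative, NaCl), 0.00523 and 0.00883 (osmotic, oxidative, combination) in Δ*gfdB*; 1.76e-05 and 0.000523 (osmotic orthologues, sorbitol and NaCl) in CBS141173; and 4.62e-05 (osmotic orthologues, NaCl) and 0.0397 (oxidative orthologues, combination) in ′c *gfdB*.

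Fisher's exact test at adjusted p under 0.05 with any fold change gives for genes up 0.0304 (osmotic, sorbitol) and 0.165 (chaperones, combination) in THS30, 0.328 (glycerol, sorbitol) and 0.0187, 0.0266 and 0.05 (glycerol, osmotic, oxidative, NaCl) in Δ*gfdB*, 0.332 (asexual, untreated Δ*gfdB*) and 0.232 (glycerol orthologues, NaCl, ′c *gfdB*). The 500 genes with the largest variance put 80.4% and 37.49% of it on the first component in *A. nidulans* and *A. wentii*, with mean replicate correlations of 0.984 and 0.8912. RPKM rescaled by median-of-ratios factors gives *gfdB* 3.153 in untreated THS30, *gfdA* 67.43, 72.6 and 116.4 in THS30 untreated, under sorbitol and NaCl and 117.4 under NaCl in Δ*gfdB*, and *A. wentii gfdA* 302.9 under sorbitol and 126.4 in the combination in ′c *gfdB*.

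Leaving out 1 library at a time gives the following lowest and highest values. Genes that differ between the strains in the combination are 1.27% to 2.36% (*A. nidulans*) and 6.39% to 9.8% (*A. wentii*). Interactions for sorbitol, NaCl and the combination are 1.11% to 4.73%, 0.232% to 1.56% and 0.158% to 1.26% in *A. nidulans* and 4.65% to 15.7%, 5.59% to 14.1% and 1.14% to 2.06% in *A. wentii*. Genes up both in untreated Δ*gfdB* and in a THS30 stress are 70 to 172, down in both 12 to 33, and down in sorbitol and NaCl in ′c *gfdB* 320 to 611. Correlations are 0.383 to 0.511 (NaCl and combination, Δ*gfdB*), 0.92 to 0.943 and 0.811 to 0.847 (*A. nidulans* strains, NaCl and combination), 0.048 to 0.335 (untreated strain difference and NaCl, THS30) and 0.556 to 0.594 (*A. wentii* strains, combination).

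List adjusted p values without 1 library are, in THS30, 0.0194 to 0.0743 (asexual, sorbitol), 0.0449 to 0.0714 (glycerol, sorbitol) and 0.000709 to 1 (ribosome biogenesis down, NaCl); in Δ*gfdB* 0.0446 to 0.145 (glycerol), 0.000694 to 0.129 (chaperones) and 0.0203 to 0.257 (osmotic) under sorbitol, 0.0201 to 0.0812 (osmotic) and 3.45e-05 to 0.106 (siderophore and iron, down) under NaCl; between the untreated strains 0.0106 to 1 (asexual) and 0.0153 to 0.775 (glycerol); and for glycerol orthologues 0.00286 to 0.0599 (combination, CBS141173), 0.000125 to 0.0679 and 0.00228 to 0.23 (sorbitol and NaCl, ′c *gfdB*).

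Log2 fold changes without 1 library are −0.33 to 0.35 for *gfdB* in the combination in THS30, −0.02 to 0.35 and −0.59 to −0.22 for *gfdA* under sorbitol and in the combination in Δ*gfdB* and −0.29 to 0.08 between the untreated strains. In THS30 they are 0.92 to 1.16 (*tpsA*, sorbitol), 0.94 to 1.11 (*sodB*, NaCl) and 0.94 to 1.08 (*treB*, sorbitol), in Δ*gfdB* 0.86 to 1.16 (*ccp1*, NaCl) and 0.95 to 1.12 (*treB*, sorbitol), and for *catA* between the untreated strains 0.97 to 2.19. In *A. wentii* ASPWEDRAFT_235979 has 0.93 to 2.02 (NaCl, CBS141173) and 1.01 to 1.24 (sorbitol, ′c *gfdB*), ASPWEDRAFT_48635 −1.65 to −1.09 (strains, sorbitol), ASPWEDRAFT_53830 1.14 to 1.34 (combination, ′c *gfdB*), and ASPWEDRAFT_506345 0.91 to 1.54, 0.81 to 1.24 and 1.03 to 1.46 in the 3 treatments of CBS141173, −1.3 to −0.93 under sorbitol in ′c *gfdB* and −1.55 to −1.02 between the strains in the combination.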

Differences from the paper's values

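The alternatives set beside the paper's values here were planned before the data were examined, and no further test was chosen after a difference was seen. Of 282 values of the paper compared, 10 differ by more than the error or in sign, and all 40 gene counts of Table S4 lie within 1.5 times. Of the fold changes of Table S4, 543 in *A. nidulans* and 950 in *A. wentii*, 1452 lie within 1 SE with the same sign and 38 have the other sign, none of these with an adjusted p under 0.05; the correlation over all is 0.9996.

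Figure 3c gives a correlation of sorbitol and NaCl in THS30 of about 0.83, here 0.861, and of THS30 with Δ*gfdB* of about 0.8 for sorbitol (here 0.89), about 0.87 for NaCl (here 0.94) and about 0.7 for the combined NaCl + sorbitol treatment (here 0.852). Figure 6c gives about 0.53 for the *A. wentii* strains in the combination, here 0.599. DESeq2, the tool the paper's methods name, gives 0.829, 0.802, 0.872, 0.695 and 0.525, in line with these figures; without the filter on low counts the THS30 value is 0.823 and the strain value for sorbitol 0.759. Without THS30 sorbitol replicate 1 or NaCl replicates 1 or 3 the correlation of sorbitol and NaCl is 0.843, 0.851 and 0.845.

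Of the fold changes of named genes 5 have the other sign, all close to 0. For *ptpA* in the combination in Δ*gfdB* Table S4 has 0.0433, here −0.029 (DESeq2 0.043, with only the groups compared 0.043). For *gfdA* between the *A. nidulans* strains under sorbitol it has 0.00487, here −0.015 (DESeq2 0.005), and for *sodB* 0.0145, here −0.005 (DESeq2 0.014). For *catA* in the combination in Δ*gfdB* it has 0.0348, here −0.063 (DESeq2 0.035, replicate block 0.004). For ASPWEDRAFT_53830 between the untreated *A. wentii* strains it has 0.033, here −0.001 (DESeq2 0.033, without the filter 0.048).

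Statements of the text differ as follows. The paper finds the oxidative stress genes enriched among those raised by NaCl in THS30; by Fisher's exact test p is 0.283 at 2-fold and 0.0113 at any fold, and adjusted over 17 lists 0.803 and 0.0641, so at any fold the difference rests on the adjustment. The paper reports no bulk rise of glycerol metabolism orthologues in *A. wentii*, and here 16 of 31 are up after sorbitol (adjusted p = 2.58e-05, Fisher's exact test, 0.0838 with an estimated correlation). This count uses all listed orthologues, since the paper's marks of best hits were not available. Several of them can stand for the same *A. nidulans* gene, so the count is not a like comparison with best hits. The paper reports a correlation with RT-qPCR above 0.8 for each gene; over 8 group means the lowest are 0.764 in *A. nidulans* and 0.773 in *A. wentii*, and over comparisons, as in the supplement, 0.821 and 0.798.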

Other observations

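Further gene groups of *A. nidulans* were followed under the 3 treatments. These *A. nidulans* lists were written after the tables had been opened and before the values of their genes were looked at, and no test here was chosen after its result was seen. Of 13 siderophore and iron uptake genes 5 are down in THS30 after sorbitol, 9 after NaCl and 2 in the combined NaCl + sorbitol treatment, where 2 are up: the siderophore synthesis gene *sidI* fell to −3.86 and *sidD* to −1.97 after NaCl, the transporter genes *mirB* and *sit1* to −2.16 and −2.48, and *hapX*, the regulator of iron limitation, to −1.56, while the iron repressor gene *sreA* rose by 1.59 and *sidC* by 1.47 in the combination (adjusted p = 0.18 and 0.00122 for the genes down after sorbitol and NaCl, Fisher's exact test, for NaCl adjusted p = 0.179 with an estimated correlation). In Δ*gfdB* 8 are down after NaCl (adjusted p = 0.00416, and 0.331 with an estimated correlation). Of 27 ribosome biogenesis genes 11 are down after NaCl in THS30, with *utp10* at −1.38, *dbp4* at −1.39 and *nop58* at −1.11, and 17 in Δ*gfdB*, where 7 are down after sorbitol too (adjusted p = 0.0422, 3.12e-06 and 0.841, for NaCl adjusted p = 0.8 and 0.627 with an estimated correlation). For THS30 under NaCl the adjusted p is 1 with DESeq2 and runs from 0.000709 to 1 with 1 library left out.

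Of 13 ergosterol synthesis genes 1 is up after sorbitol in THS30, 1 up and 2 down after NaCl, and 2 up and 1 down in the combination: the reductase gene *hmg1* rose by 1.33 and 1.02 after the single stressors, the synthase gene *erg13* fell after NaCl (−2.07), and the desaturase gene *erg5* rose in the combination (1.40) where the isomerase gene *idi1* fell (−1.14). Of 8 chitin synthase genes *chsA* alone is up after the single stressors, and *chsE* (−1.04) and *chs3* (−1.01) fell after NaCl. Of 10 peroxin genes *pex13* rose (1.38) and *pex6* fell (−1.06) after NaCl. In *A. wentii* 8 of 23 osmotic stress orthologues are lower in ′c *gfdB* than in CBS141173 under sorbitol (adjusted p = 0.048, Fisher's exact test, 0.343 with an estimated correlation), among them the proton pump orthologue ASPWEDRAFT_66599 (−1.49) and the *nikA* orthologue ASPWEDRAFT_121265 (−1.77), and 7 of 44 oxidative stress orthologues are higher in the combination (adjusted p = 0.00221, 0.421 with an estimated correlation), among them the catalase orthologue ASPWEDRAFT_41216 (2.53) and the *trxR* orthologue ASPWEDRAFT_166503 (2.17).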
